# ESS2 controls prostate cancer progression through recruitment of chromodomain helicase DNA binding protein 1

**DOI:** 10.1038/s41598-023-39626-0

**Published:** 2023-07-31

**Authors:** Sayuri Takahashi, Ichiro Takada, Kenichi Hashimoto, Atsushi Yokoyama, Tohru Nakagawa, Makoto Makishima, Haruki Kume

**Keywords:** Cancer, Cell biology, Oncology

## Abstract

Molecular targeted therapy using poly (ADP-ribose) polymerase inhibitors has improved survival in patients with castration-resistant prostate cancer (CRPC). However, this approach is only effective in patients with specific genetic mutations, and additional drug discovery targeting epigenetic modulators is required. Here, we evaluated the involvement of the transcriptional coregulator ESS2 in prostate cancer. ESS2-knockdown PC3 cells dramatically inhibited proliferation in tumor xenografts in nude mice. Microarray analysis revealed that ESS2 regulated mRNA levels of chromodomain helicase DNA binding protein 1 (*CHD1*)-related genes and other cancer-related genes, such as *PPAR-γ*, *WNT5A*, and *TGF-β,* in prostate cancer. ESS2 knockdown reduced nuclear factor (NF)-κB/CHD1 recruitment and histone H3K36me3 levels on the promoters of target genes (*TNF* and *CCL2*). In addition, we found that the transcriptional activities of NF-κB, NFAT and SMAD2/3 were enhanced by ESS2. Tamoxifen-inducible Ess2-knockout mice showed delayed prostate development with hypoplasia and disruption of luminal cells in the ventral prostate. Overall, these findings identified ESS2 acts as a transcriptional coregulator in prostate cancer and ESS2 can be novel epigenetic therapeutic target for CRPC.

## Introduction

Prostate cancer causes significant mortality among men world wide^1,2^. The 5-year survival rate for men with prostate cancer who develop metastatic disease is only 29%^1^. Patients with metastatic castration-resistant prostate cancer (CRPC) have several treatment options, including taxanes, androgen-signaling-targeted inhibitors, and bone-targeted radiopharmaceutical agents^3^; however, these therapies are associated with toxicity and a limited durable response^4^. The inhibitory effects of the poly (ADP-ribose) polymerase (PARP) inhibitor olaparib on CRPC metastasis were confirmed in phase III clinical trials^5,6^. PARP repairs single-strand DNA breaks through base excision repair pathways; thus, PARP inhibitors increase the number of single-strand breaks and promote cell death^4^. Normal cells with a functional homologous recombination (HR) pathway can repair DNA breaks, even in the presence of olaparib; however, HR-deficient tumor cells, such as those with BRCA1/2 mutations or ATM loss, are unable to be repaired following Olaparib treatment^4^. Notably, few patients have alterations in target genes^6^. Therefore, identification of novel epigenetic therapeutic targets for patients with CRPC, regardless of genetic mutation status, is urgently needed.

Recent genome-wide analyses have identified critical regulators of prostate cancer proliferation and invasion^7,8^. Among these factors, several transcriptional coregulators have been shown to regulate prostate cancer proliferation by interacting with transcription factors that modulate mRNA expression. Transcriptional coregulators do not bind to specific DNA sequences but regulate target gene mRNA expression by associating with transcription factors. This class of proteins includes histone modifiers, chromatin remodeling factors, RNA polymerase regulators, and other proteins^9^. In particular, chromatin remodeling factors have important roles in CRPC^10^, such as chromodomain helicase DNA-binding proteins (CHDs), which are involved in cancer progression^11^.

Ess-2 splicing factor homolog (ESS2; also known as DGCR14), a novel transcriptional coregulator localized in the nucleus^12^, interacts with the nuclear receptor RAR-related orphan receptor gamma/gammat (ROR*γ*/*γ*t), a critical regulatory factor for Th17 cell differentiation^13^ and CRPC via targeting the androgen receptor^14^. ESS2 enhances the transcriptional activity of RORγ/γt in T cells by interacting with bromodomain adjacent to zinc finger domain 1B (BAZ1B) and ribosomal S6 kinase 2 (RSK2)^12^. BAZ1B is a chromatin remodeling factor that regulates transcription, DNA repair, and replication^15^. RSK2 is also an important regulator of prostate cancer proliferation^16,17^. Interactions among ESS2, BAZ1B, and RSK2 may mediate chromatin organization in cancer. Other groups have shown that ESS2 is involved in the splicing C complex^18^, although the role of ESS2 in splicing remains unclear. We have recently found that ESS2 protein associates with the spliceosome complex at the C-terminus and with transcription factors at the N-terminus^19^.

Interestingly, Protein Atlas data (https://v15.proteinatlas.org/ENSG00000100056-DGCR14/cancer) have revealed high expression levels of ESS2 protein in the normal prostate (Supplementary Fig. 1a). ESS2 is also highly and frequently expressed in cancer cells, including prostate cancer cells (Supplementary Fig. 1b,c). Moreover, CD4-specific ESS2-knockout mice show reduced numbers of naïve T cells ^20^, suggesting a role in regulating cell survival. These results indicate that ESS2 may modulate cell proliferation and maintenance in prostate cancer. The early embryonic lethality of Ess2KO mice and the Ess2-dependent regulation of Myc transcriptional activities in naive T cells suggest that Ess2 exerts important functions in stem cells. Based on these results and ESS2 expression in cancer tissues from Protein Atlas data, we hypothesized that Ess2 might also play an important role in cancer cells.

In this study, we aimed to elucidate the role of ESS2 in prostate cancer. To this end, we established ESS2-knockdown PC3 prostate cancer cells and found that these cells showed reduced proliferation accompanied by aberrant mRNA expression of nuclear factor (NF)-κB/CHD1 and prostate cancer-related genes. Our results demonstrated that ESS2 was a critical regulator of prostate cancer proliferation. Overall, ESS2, which is highly and frequently expressed in cancer tissue, may be a candidate of molecular target therapies for CRPC.

## Results

### ESS2 promoted cell proliferation and tumor growth in PC3 cells

We examined *ESS2* mRNA expression levels in formalin-fixed paraffin-embedded (FFPE) human normal prostate (Normal) and human prostate cancer (PCa) tissues (n = 5 and 21, respectively). *ESS2* mRNA levels were upregulated in prostate cancer (median: Normal = 2.39 × 10^–5^, PCa = 12.8 × 10^–5^; Fig. 1a). Immunostaining of ESS2 also showed that ESS2 highly expresses in PCa tissues (Fig. 1b). Furthermore, we examined ESS2 protein levels in prostate cancer cell lines (LNCaP, CRW22Rv1, DU145 and PC3) and ESS2 highly expressing cells (HEK293 cells) by western blotting. As shown in Fig. 1c, ESS2 protein was highly expressed in LNCaP, DU145, and PC3 cells. Immunofluorescence staining showed that ESS2 protein was highly expressed in androgen-independent prostate cancer cell lines (DU145 and PC3, Supplementary Fig. 2). Moreover, *ESS2* mRNA levels were significantly high in these two cell lines (Fig. 1d). These results showed that ESS2 was highly expressed in androgen-independent prostate cancer cells. Our previous studies showed that ESS2 does not regulate the ligand-dependent transcriptional activity of the androgen receptor (data not shown). Thus, these results suggest that ESS2 has a pivotal role in androgen-independent prostate cancer cells. In particular, we focused on PC3 cells, which are derived from bone metastasis of prostate cancer and show characteristics of small cell neuroendocrine carcinoma (e.g., expressing markers such as chromogranin A, neuron-specific enolase, and the stem cell-associated marker CD44)^21^. In addition, PC3 cells exhibit high metastatic potential compared with DU145 cells.

**Figure 1:**
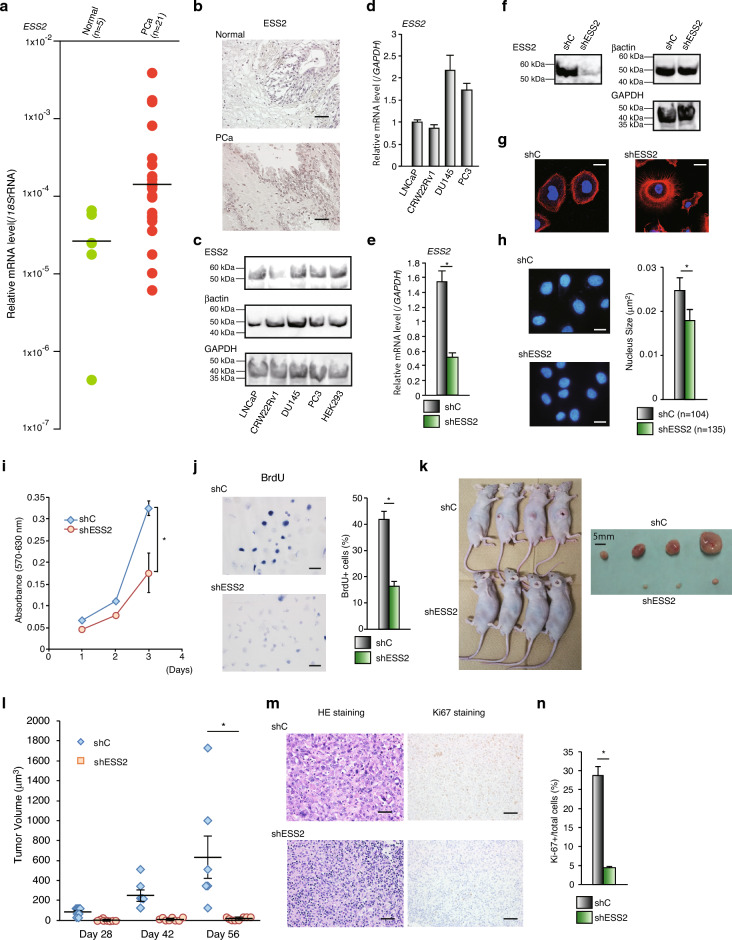
ESS2 regulated the proliferation and tumor formation of PC3 cells. (**a**) RT-qPCR of ESS2 in human normal prostate (Normal) and human prostate cancer (PCa) tissues normalized to the levels of 18SrRNA expression. (**b**) Representative immunostaining of ESS in Normal and PCa. bar = 20 μm. (**c**) Western blotting of ESS2, β-actin and GAPDH in prostate cancer cell lines. Raw data was shown in Supplementary Fig. 7a-c. (**d**) mRNA expression levels of *ESS2* in the indicated prostate cancer cell lines. (**e**) RT-qPCR of *ESS2* in negative control-shRNA (shC)- or ESS2-shRNA (shESS2)-transfected PC3 cells normalized to the level of *GAPDH* mRNA expression. *, *p* < 0.05, Student’s t-test. (**f**) Western blotting of ESS2, β-actin and GAPDH in PC3-shC (shC) and PC3-shESS2 (shESS2) cells. Raw data was shown in Supplementary Fig. 7a-c. (**g**) PC3-shC and PC3-shESS2 cells stained with rhodamine phalloidin (actin polymerization; red) and DAPI (nucleus; blue). Scale bar = 20 μm. (**h**) Representative nuclear staining of PC3-shC (shC) and PC3-shESS2 (shESS2) with DAPI. The difference in the size of the nuclei by DAPI staining was measured using ImageJ (right panel). Scale bar = 20 μm. *, *p* < 0.05, Student’s t-test. (**i**) MTT assays in PC3-shC (shC) and PC3-shESS2 (shESS2) cells. n = 3. *, *p* < 0.05, Student’s t-test. (**j**) Representative BrdU staining (blue) in PC3-shC (shC) and PC3-shESS2 (shESS2) cells. The ratio of BrdU^+^ cells was measured in 5–6 independent areas (right panel). *, *p* < 0.05, Student’s t-test. Scale bar = 50 μm. (**k**) Xenografts of aggregated PC3-shC cells or PC3-shESS2 cells in nude mice (left panel). After 60 days, mice were sacrificed; the extracted tumors are shown in the right panel. (**l**) Tumor growth of xenografts generated from PC3-shC and PC3-shESS2 cells. n = 8. *, *p* < 0.05, Student’s t-test. (**m**) Left and right panels: HE staining (red and blue) and Ki-67 staining (brown) in xenografts derived from PC3-shC and PC3-shESS2 cells. The sections were counterstained with hematoxylin. Scale bar = 50 μm. (**n**) The number of Ki-67-positive cells in xenograft tumors. We calculated results from 7 independent panels for each tumor. *, *p* < 0.05, Student’s t-tests. For RT-qPCR, each experiment was performed at least three times, and the results are presented as means ± standard deviations.

We generated PC3 cells stably expressing ESS2 shRNA (Fig. 1e,f). Interestingly, PC3-shESS2 cells show aberrant actin polymerization compared with PC3-shC cells (Fig. 1g). Moreover, the nucleus size of PC3-shESS2 cells was smaller compared with that of PC3-shC cells (Fig. 1h). These results demonstrated that ESS2 also regulated cell chape and nucleus size. Next, we performed MTT assays to measure the viability of PC-shC and PC-shESS2 cells. PC3-shESS2 cells showed significantly reduced cell proliferation (Fig. 1i) with decreased BrdU incorporation (Fig. 1j). These results demonstrated that ESS2 regulated PC3 cell proliferation.

Next, we transplanted aggregated PC3-shC and PC3-shESS2 cells into nude mice and observed cancer growth. Surprisingly, PC-shESS2 cells showed reduced tumor growth compared with PC-shC cells (Fig. 1k,l). Ki-67 staining of paraffin-embedded tissue sections showed low Ki-67 expression in PC-shESS2 cells transplanted into nude mice (Fig. 1m,n). These results clearly showed that ESS2 controlled prostate cancer proliferation in vitro and in vivo. However, the expression levels of cell-cycle related genes (e.g., *p21* and *p27*) were not correlated with cell growth inhibition in PC3-shESS2 cells (Supplementary Fig. 3).

### ESS2 knockdown regulated gene expression in PC-3 cells

To elucidate the mechanism through which ESS2 affected prostate cancer proliferation, we performed microarray analysis of PC3-shC and PC3-shESS2 cells (Supplementary Fig. 4a). 

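RNA from PC3-shC and PC3-shESS2 cells was hybridized to 1-colour Agilent human gene expression arrays, with 1 array for each condition. PC3 is an androgen-insensitive prostate cancer cell line. The paper describes both lines as transfected with an shRNA plasmid and selected with 1 µg/mL puromycin for at least 2 weeks, and in its xenograft methods it calls the cells transduced. The sample labels describe lentiviral transduction, with an shRNA against luciferase in the control. As each condition has a single array, no difference between these arrays has a replicate check, and no p-value is given for one. The number of arrays limits the precision of every value. Each array carried 62976 spots, of which 60901 were not controls, and no non-control spot was saturated. In PC3-shC cells, 50.8% of the non-control spots were well above background, and in PC3-shESS2 cells 52.2%. Both PC3 arrays shared 1 slide and scan. The authors deposited the scanner output with the background subtracted from each spot and no scaling between arrays. The signals were then put on a log2 scale and each array's 75th percentile was subtracted, because the methods name GeneSpring without its settings. Spots marked as outliers were left out, and a gene was represented by its probe with the highest mean over the deposited arrays. Of 58201 probes, 35080 were matched to 25122 gene symbols through their RefSeq accessions. A gene was compared when it was well above background on at least 1 of the 2 arrays, which held for 16763 genes with a symbol. Where it was not well above background on one of them, its signal there was raised to the lowest signal among probes well above background if it lay under it. A fold with a raised signal is a lower bound and is written as at least that size. Among 286 probes spotted 10 times on each PC3 array, the log2 ratio between single spots of the 2 arrays had a median SD of 0.08, which covers differences between spots only. The probe for ESS2 had a signal of 133 in PC3-shC cells and 53.6 in PC3-shESS2 cells, and its log2 ratio (PC3-shESS2 over PC3-shC) was −1.45 after scaling, a 2.74-fold lower level that lies beyond the spread between spots. With normexp background correction, the alternative that moved this ratio most, it was −0.90. GAPDH had a log2 ratio of 0.18 and ACTB one of 0.15.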

Notably, 2,512 genes showed more than twofold differences in expression in PC3-shC and PC3-shESS2 cells. Among these genes, 1,377 showed downregulation in PC3-shESS2 cells compared with PC3-shC cells (Supplementary Fig. 4b). 

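Of the 16763 genes compared on these arrays, 1299 differed by more than 2-fold between PC3-shC and PC3-shESS2 cells, which is 7.75% of them. Between spots of the same probe on one array, 0 of 11868 pairs in PC3-shC cells and 0 of 12109 pairs in PC3-shESS2 cells differed by more than 2-fold. These pairs come from probes well above background in every spot, so they leave out dim spots. They also leave out any difference between cultures or between arrays. Among 4192 genes with several probes well above background on both arrays, the ratios of a gene's probes spanned a median of 0.22 on the log2 scale. Of the 202 such genes past a 2-fold difference, 21 had probes in both directions. The count depended on the treatment of dim spots. It was 571 with normexp background correction, 2624 with no filter on dim genes, and 3111 when each probe of any kind was counted with its plain signal, which moved it most and was chosen after the counts were seen. The distribution of the ratios was centred at a median of −0.055.

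**Figure D1:**
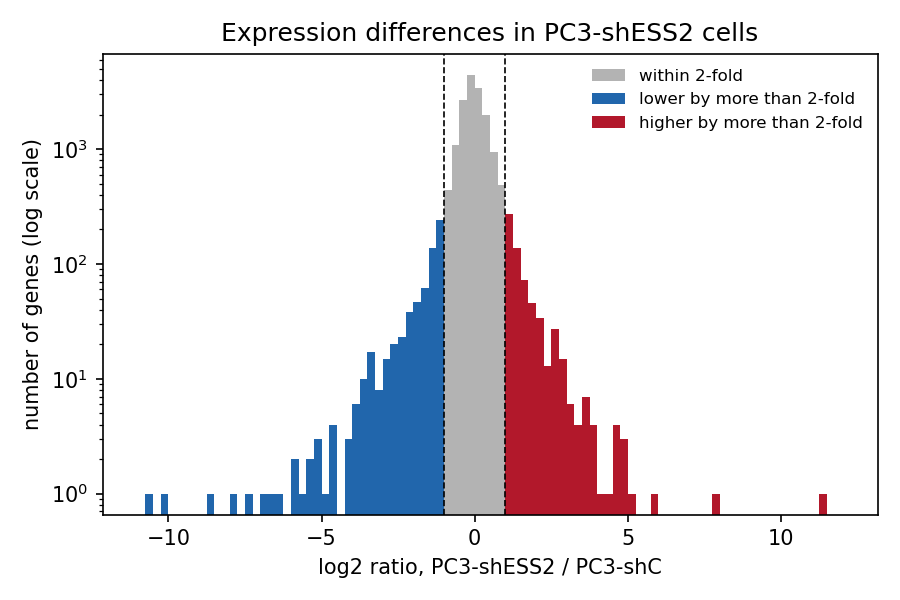
Histogram of the log2 ratios (PC3-shESS2 over PC3-shC, horizontal axis, in bins 0.25 wide) of the genes well above background on at least 1 of the 2 PC3 arrays, with the number of genes on a log scale (vertical axis). Dashed lines mark a 2-fold difference, and the tails beyond them hold the 1299 genes, those lower in PC3-shESS2 cells in blue and those higher in red, with bounds drawn at their bound.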

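The genes past a 2-fold difference were divided almost evenly on these arrays, with 649 lower and 650 higher in PC3-shESS2 cells. Of these, 538 lower and 511 higher genes were well above background on both arrays. The division moved with the scaling. With the arrays scaled to their medians, 803 were lower and 511 higher, and with the authors' scaled values 535 were lower and 792 higher. The median signals of the 2 arrays were 11.4 and 13.5, so median scaling rests on spots near background. Among genes well above background on both arrays and with every measured probe in one direction, the largest falls were in MSMP (log2 ratio −10.58), BDKRB2 (−7.85), CSF3 (−7.43), NRAD1 (−6.72) and STRA6 (−6.32). The largest rises were in CCL5 (log2 ratio 5.82), SYTL4 (5.02), the pseudogene KRT17P2 (4.94), KRT14 (4.82) and KRT17 (4.77).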

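A list of 99 cell cycle genes, including cyclins, cyclin-dependent kinases and their inhibitors, was written by symbol. Among the 97 of them that could be compared, the median log2 ratio (PC3-shESS2 over PC3-shC) was −0.14, and 60 were lower and 37 higher. This median lay at percentile 6.6 among 10000 random lists of the same size matched on mean signal, and the median of such lists was −0.083. With the arrays scaled to their medians it was −0.24, and when the probes of each gene were averaged it lay at percentile 15.2. More than a 2-fold difference was found in 5 of the genes, of which 1 was lower and 4 higher. One of those higher was CDKN1A, which encodes p21, at a log2 ratio of 1.29, while CDKN1B, which encodes p27, had a log2 ratio of 0.14 and CCND1 one of −0.11. The ratio of CDKN1A was 0.91 with normexp background correction.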

Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of cell cycle-related genes did not show any significant differences (Supplementary Fig. 4c). 

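Among the genes of Fig. 2a, TMPRSS2 had a log2 ratio (PC3-shESS2 over PC3-shC) of −1.42, a 2.67-fold lower level, and ETS1 had a log2 ratio of 1.11. ETS2 rose by less than 2-fold (log2 ratio 0.82), as did SPOP (log2 ratio 0.22). With normexp background correction, TMPRSS2 (log2 ratio −0.75) and ETS1 (log2 ratio 0.61) fell short of a 2-fold difference.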

In a comparison of gene sets related to prostate cancer progression (Fig. 2a), transmembrane serine protease 2 expression was reduced in PC3-shESS2 cells (Fig. 2b).

**Figure 2:**
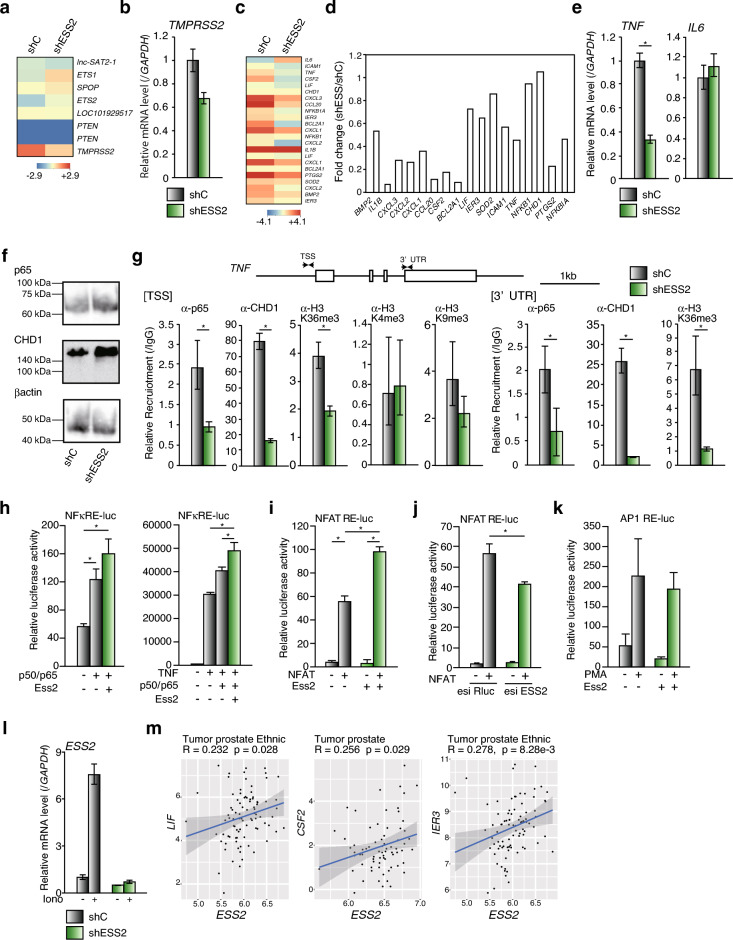
ESS2 regulated NF-κB/CHD1 target genes. (**a**) Heatmap data of prostate cancer-related genes by microarray analysis in PC3-shC and PC3-shESS2 cells. (**b**) RT-qPCR of *TMPRSS2* in PC3-shC and PC3-shESS2 cells normalized to the level of *GAPDH* mRNA. *, *p* < 0.05, Student’s t-test. (**c**) Heatmap data of NF-κB/CHD1 target genes by microarray analysis in PC3-shC and PC3-shESS2 cells. (**d**) Fold changes in gene expression levels (PC3-shESS2/PC3-shC) in (**c**). (**e**) RT-qPCR of *TNF* and *IL6* in PC3-shC and PC3-shESS2 cells normalized to the level of *GAPDH* mRNA. *, *p* < 0.05, Student’s t-test. (**f**) Western blotting of p65, CHD1, and β-actin in PC3-shC and PC3-shESS2 cells. Raw data was shown in Supplementary Fig. 8. (**g**) ChIP-qPCR analysis of *TNF* at the TSS site (TSS) and 3′-UTR site (3′-UTR) with anti-p65, anti-CHD1, and anti-histoneH3K36 trimethylation antibodies in PC3-shC and PC3-shESS2 cells normalized to the input level. *, *p* < 0.05, Student’s t-test. (**h**) Luciferase reporter assays using a p65/p50 expression vectors and/or recombinant TNFα to activate NF-κB on NF-κB response element (NFκRE)-luc reporter vector in HEK293 cells. (**i**) Luciferase reporter assays using a NFAT expression vector to activate NFAT on NFAT response element (NFAT RE)-luc reporter vector in HEK293 cells. (**j**) Luciferase reporter assays using 1 μM phorbol 12-myristate 13-acetate (PMA) to activate AP-1 on AP1 response element (AP1 RE)-luc reporter vector in HEK293 cells. (**k**) ESS2 knockdown by esiRNA decreased the transcriptional activities of NFAT in HEK293 cells. (**l**) RT-qPCR of ESS2 in PC3-shC and PC3-shESS2 cells treated with/without 1 μM ionomycin for 24 h, normalized to the level of *GAPDH* mRNA. *, *p* < 0.05, Student’s t-test. (**m**) Scatter plots showing correlations between ESS2 and NF-κB/CHD1 target gene expression (*IER3*, *LIF*, and *CSF2*) in patients with prostate cancer. For RT-qPCR, ChIP-qPCR and luciferase reporter assays, each experiment was performed at least three times, and the results are presented as means ± standard deviations.

Recently, the chromatin helicase DNA-binding factor CHD1 has been shown to regulate cell proliferation through the NF-κB pathway in prostate cancer cells without phosphatase and tensin homolog (PTEN) expression^22^. Since ESS2 associates with the chromatin remodeling factor BAZ1B^12^, there arises the possibility of ESS2 regulating chromatin remodeling factors in prostate cancer cells. Therefore, we investigated genes regulated by CHD1 using microarray analysis and found that the expression levels of NF-κB/CHD1 target genes were reduced in PC3-shESS2 cells (Fig. 2c,d), despite a lack of change in CHD1 expression. 

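All 18 genes of Fig. 2c could be compared on the PC3 arrays, and 17 of them were lower in PC3-shESS2 cells. The panel includes NFKB1 and CHD1 themselves, and without these 15 of 16 genes were lower. More than a 2-fold fall was found in 9 genes. Those well above background on both arrays were IL1B (log2 ratio −3.93), CCL20 (−3.23), CSF2 (−2.65), PTGS2 (−2.24), CXCL2 (−2.02), CXCL3 (−1.95), CXCL1 (−1.56) and NFKBIA (−1.20). TNF was well above background in PC3-shC cells only, and was 2.33-fold lower by its dim signal of 10.8 in PC3-shESS2 cells, where normexp background correction gave a log2 ratio of −0.36. ICAM1 (log2 ratio −0.81), IER3 (−0.77), LIF (−0.54) and SOD2 (−0.30) fell by less than 2-fold, and BMP2 was at least 1.34-fold lower. BCL2A1 has 2 probes that gave different sizes: its brighter probe had a log2 ratio of −0.10 and the other −3.65. NFKB1 had a log2 ratio of −0.17. CHD1 itself had a log2 ratio of −0.018, within the spread between spots, and this ratio lay between −0.12 with the arrays scaled to their medians and 0.072 with the authors' scaled values. RELA, which encodes p65, had a log2 ratio of 0.079, which was −0.024 with median scaling. A further list of 33 NF-κB target genes outside Fig. 2c had a median log2 ratio of −0.32 over the 28 genes compared, at percentile 0.1 among random lists matched on mean signal, with 15 lower and 13 higher. With no filter on dim genes this median was −0.15, at percentile 8.05.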

We also confirmed the reduction in tumor necrosis factor (*TNF*) mRNA levels by reverse transcription quantitative polymerase chain reaction (RT-qPCR), whereas interleukin-6 expression was not changed in PC3-shESS2 cells (Fig. 2e). These results suggested that not all CHD1 target genes were regulated by ESS2.

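On the arrays, the only gene of Fig. 2c that was higher in PC3-shESS2 cells was IL6. The probe that represented it had a log2 ratio of 2.62, a 6.15-fold higher level, and its second probe, well above background in PC3-shESS2 cells only, was higher by at least 0.62 on the log2 scale. Under the alternatives the log2 ratio of IL6 lay between 2.52 and 2.71.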

Although protein levels of p65 were unchanged and CHD1 were slightly increased (Fig. 2f), chromatin immunoprecipitation (ChIP)-qPCR showed that p65 and CHD1 recruitment decreased significantly on the *TNF* promoter and 3′-untranslated region (UTR) in PC3-shESS2 cells (Fig. 2g). We examined the recruitment of several modified histones by ChIP and found that histone H3K36 trimethylation also decreased in PC3-shESS2 cells (Fig. 2g). In contrast, histone H3K4 trimethylation and H3K9 trimethylation on the *TNF* gene were not significantly correlated between PC3-shC and PC3-shESS2 cells. These results clearly showed that ESS2 controlled NF-κB(p65)/CHD1 recruitment to target genes. Moreover, ESS2 overexpression enhanced transcriptional activation of NF-kB (Fig. 2h).

On the *TNF* promoter, NFAT and AP-1 binding sites have been identified^23^. To study these relationships, we performed luciferase reporter assays in HEK293 cells. We used NFAT expression vector to activate NFAT on NFAT response element (NFAT RE)-luc and phorbol 12-myristate 13-acetate (PMA) to activate AP-1 on AP1 response element (AP1 RE)-luc. Interestingly, ESS2 significantly enhanced the transcriptional activities of NFAT (Fig. 2i). In addition, ESS2 knockdown by endoribonuclease-prepared siRNA (esiRNA) (Fig. 2j and Supplementary Fig. 5) decreased the transcriptional activities of NFAT. However, ESS2 overexpression does not enhance transcriptional activities of AP-1 (Fig. 2k). Interestingly, ionomycin (NFAT activator) induced *ESS2* mRNA levels in PC3-shC cells (Fig. 2l). These results show that NFAT regulates mRNA levels of ESS2 in PC3 cells.

Next, we evaluated correlations between ESS2 and CHD1 target gene expression in patients with prostate cancer using the R2 database. Among CHD1 target genes, immediate early response 3 (*IER3*), leukemia inhibitory factor (*LIF*), and colony stimulating factor 2 (*CSF2*) were significantly correlated with ESS2 expression in patients with prostate cancer (Fig. 2m). These results also showed that ESS2 depletion in prostate cancer selectively suppressed CHD1 function.

Overall, our data show that the regulation of transcriptional activity by ESS2 targets a large number of transcription factors and illustrates the complex mechanisms of ESS2 function.

### ESS2 regulated the expression of type I interferon (IFN) response genes

To further elucidate the genome-wide regulation of ESS2 expression, we subjected the microarray results to gene set enrichment analysis (GSEA). We found that only the response to the type I IFN gene set was significantly correlated with the expression changes regulated by ESS2 knockdown (Fig. 3a,b). Moreover, ESS2 expression was highly correlated with adenosine deaminase acting on RNA (*ADAR*), IFN-inducible transmembrane protein (*IFITM*) 2, and *IFITM3* in patients with prostate cancer (Fig. 3c). 

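The gene set itself was not used here, and the genes were taken from the labels of Fig. 3b. Of these labels, 46 were matched to genes on the array, and 38 could be compared in PC3 cells. In PC3-shESS2 cells 30 of the 38 were lower and 8 higher. More than a 2-fold fall was found in 18 genes, led by IFITM1 (log2 ratio −5.02), BST2 (−3.81), MX2 (−3.75) and MX1 (−3.32). IRF7 (−2.10), IFITM3 (−1.82), IFITM2 (−1.74) and ADAR (−1.17) were among them. More than a 2-fold rise was found in 5 genes of the same panel. RSAD2 had a log2 ratio of 4.58, OASL one of 2.60 and IFIT2 one of 2.17, ISG20 was 6.95-fold higher, and IFNB1, not well above background in PC3-shC cells, was at least 13.2-fold higher in PC3-shESS2 cells. The 8 genes that were not well above background on either array were IRF4 and IFNA genes. Separately, 26 genes of the IFI, IFIT, IFITM, OAS, MX and ISG families were chosen by symbol, and 13 of them are also in Fig. 3b. Their median log2 ratio was −1.43 over the 24 compared, with 16 lower and 8 higher, and it lay below the medians of all 10000 random lists matched on mean signal (percentile 0). With no filter on dim genes, the alternative that moved it most, the median was −0.64, also at percentile 0. From the enrichment of the type I IFN set, together with correlations in patients, the paper proposes that ESS2-dependent type I IFN target genes may regulate prostate cancer progression.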

ADAR protein is a regulatory enzyme for RNA editing and sequestering of noncoding RNA sequences, such as introns and untranslated mRNAs^24^. In prostate cancer cells, ADAR1 mediates the formation of prune homolog 2 with BCH domain (PRUNE2)/prostate cancer antigen 3 (PCA3) double-stranded RNA by regulating PRUNE2 and PCA3 levels via adenosine-to-inosine RNA editing^25^. IFITM3 is a member of the *IFITM* gene family that functions in immune cell signaling, cell adhesion, and stem cell migration^26^. The expression of IFITM3 is positively correlated with Gleason score and T stage, and IFITM3 knockdown inhibits tumor cell migration and invasion; this inhibitory effect was more pronounced in transforming growth factor beta 1 (TGF-β1) pathway-activated cells^27^. Although the inhibitory effects of IFN-α and -β on prostate cancer are milder than those of IFN-γ^28^, these results suggested that ESS2-dependent type I IFN target genes may regulate prostate cancer progression.

**Figure 3:**
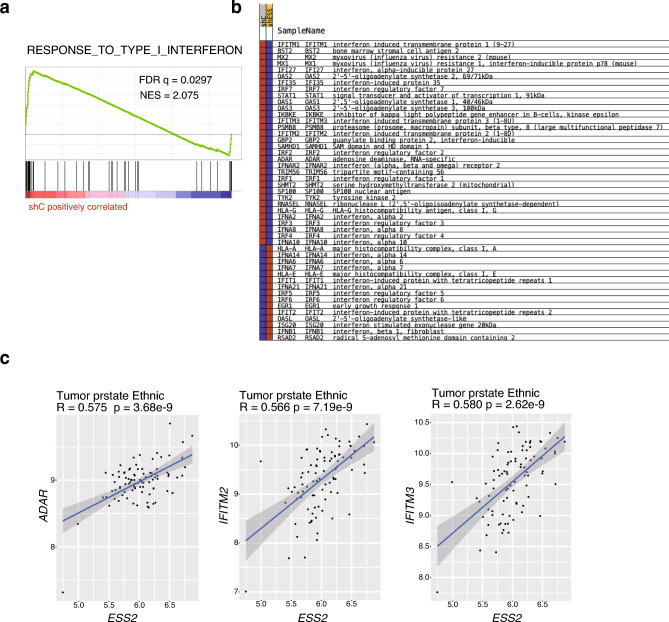
ESS2 knockdown was correlated with type I IFN target genes. (**a**) GSEA analysis comparing PC3-shC and PC3-shESS2 cells. (**b**) Results of genes listed in (**a**). (**c**) Scatter plots showing correlations between ESS2 and type I IFN target gene expression (*ADAR*, *IFTIM2*, and *IFTIM3*) in patients with prostate cancer.

### ESS2 regulated peroxisome proliferator-activated receptor (PPAR)-γ and vitamin D receptor (VDR) expression in PC3 cells

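The sets tested by GSEA were not repeated here. Of 17 gene families and pathway lists that had at least 5 genes to compare, 7 had a median log2 ratio (PC3-shESS2 over PC3-shC) below percentile 2.5, or equally far out at the upper end, among random lists matched on mean signal. At the lower end were interferon-stimulated families, NF-κB targets, CXC chemokines, interleukins, HOX genes and PARP genes, and core histone genes were at the upper end. Several of these lists share genes, and most members of the chemokine, interleukin, HOX and PARP lists also appear in the paper's own panels. The PARP list has 0 genes in Fig. 3b, but whether its shift is separate from that of the interferon-stimulated families was not tested. The median of the interleukins was −0.45 (percentile 0), that of the HOX genes −0.28 (percentile 0.2), that of the PARP genes −0.38 (percentile 0.67) and that of the CXC chemokines −0.37 (percentile 0.57), while the mean of the CXC chemokines was 0.003. With no filter on dim genes, the HOX genes lay at percentile 29.8, the interleukins at 5.71 and the PARP genes at 3.62. The PARP genes also lay at percentile 3.76 with normexp background correction and at 2.96 with quantile normalization. The core histone genes had a median of 0.050 (percentile 99.9), which was −0.053 with the arrays scaled to their medians. The 80 ribosomal protein genes compared had a median of −0.17, at percentile 3.35, which was 0.70 with quantile normalization and 15.7 when the probes of each gene were averaged.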

Unexpectedly, PC3-shESS2 cells showed aberrant expression levels of only a few gene sets in microarray analysis. By contrast, CD4^+^ T cells from Ess2-knockout mice show aberrant expression related to metabolism and immune diseases (GEO dataset: PRJNA575280). Therefore, we examined the expression of genes that regulate prostate cancer progression. First, we focused on nuclear receptors (NRs), which are fat-soluble ligand-dependent transcription factors. There are 48 homologous NR genes in humans^29,30^, and ESS2 acts as a transcriptional co-activator for one of these NRs (*RORγ/γt*)^12^. NRs have a wide range of functions, including cell proliferation, metabolism, immune system function, and development^31^. In addition to the androgen receptor, other NRs have been reported to contribute to prostate cancer proliferation and progression^32^.

Therefore, we next analyzed the expression levels of prostate cancer-related NRs in PC3-shC and PC3-shESS2 cells using microarray data (Fig. 4a). 

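Of the 15 NRs in Fig. 4a, 12 were well above background on at least 1 of the PC3 arrays, of which 5 were lower and 7 higher in PC3-shESS2 cells. VDR had a log2 ratio (PC3-shESS2 over PC3-shC) of −1.54, a 2.92-fold lower level, and was the only one of them to fall by more than 2-fold. PPARG fell by less than 2-fold: its 2 probes had log2 ratios of −0.44 and −0.37, both beyond the spread between spots. ESRRA fell by a similar amount (log2 ratio −0.45). PPARD had a log2 ratio of 0.80. NR4A3, well above background in PC3-shESS2 cells only, was at least 2.65-fold higher there, although the bound was 0.14 on the log2 scale with normexp background correction and 0 with the mean of its 2 probes. Over all 48 NRs, of which 34 could be compared, the median log2 ratio was −0.056, at percentile 48.0 among random lists matched on mean signal. It was −0.16 with the arrays scaled to their medians and 0.033 with the authors' scaled values.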

Unexpectedly, some NRs, such as *VDR* and *PPAR-γ, *were downregulated in PC3-shESS2 cells. In prostate cancer, VDR knockdown induces cell apoptosis and inhibits cell proliferation and tumor growth in immune-incompetent nude mice^33^. PPAR-γ regulates adipocyte differentiation and is a key factor in type II diabetes^34^. PPAR-γ ligands have applications in cancer therapy^35,36^. In androgen-insensitive PC3 cells, PPAR-γ ligands induce p21 and suppress cell proliferation^37,38^.

**Figure 4:**
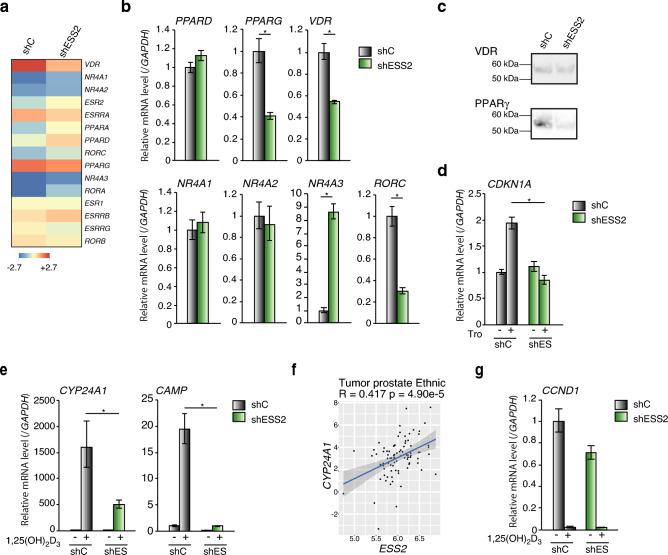
ESS2 regulated *VDR* and *PPAR-γ* mRNA levels. (**a**) Heatmap data of prostate cancer-related NR mRNAs by microarray in PC3-shC and PC3-shESS2 cells. (**b**) RT-qPCR of NR mRNAs in PC3-shC and PC3-shESS2 cells normalized to the level of *GAPDH* mRNA. *, *p* < 0.05, Student’s t-test. (**c**) Western blotting of VDR, PPAR-γ in PC3-shC and PC3-shESS2 cells. Used samples were same as Fig. 1f and control panels (β-actin and GAPDH) are shown in Fig. 1f. Raw data was shown in Supplementary Fig. 8. (**d**) RT-qPCR of the troglitazone-dependent expression of *CDKN1A* mRNA in PC3-shC and PC3-shESS2 cells normalized to the level of *GAPDH* mRNA. *, *p* < 0.05, Student’s t-test. (**e**) RT-qPCR of the 1,25(OH)_2_D_3_-dependent expression of *CY24A1* and *CAMP* in PC3-shC and PC3-shESS2 cells normalized to the level of *GAPDH* mRNA. *, *p* < 0.05, Student’s t-test. (**f**) Scatter plots showing correlations of ESS2 and CYP24A1 expression in patients with prostate cancer. (**g**) RT-qPCR of the 1,25(OH)_2_D_3_-dependent expression of cyclin D1 in PC3-shC and PC3-shESS2 cells normalized to the level of *GAPDH* mRNA. *, *p* < 0.05, Student’s t-test. For RT-qPCR, each experiment was performed at least three times, and the results are presented as means ± standard deviations.

To verify the microarray data, we performed RT-qPCR and found that mRNA and protein levels of PPAR-γ and VDR were downregulated in PC3-shESS2 cells (Fig. 4b,c). Moreover, PPAR-γ ligand (troglitazone)-dependent *p21* mRNA induction was abrogated in PC3-shESS2 cells (Fig. 4d).

Interestingly, 1α,25(OH)_2_D_3_-dependent induction of VDR target genes (cytochrome P450 family 24 subfamily A member 1 [*CYP24A1*]^33^ and cathelicidin antimicrobial peptide [*CAMP*]^39^) was significantly downregulated in PC3-shESS2 cells (Fig. 4e). We also observed correlations between ESS2 and CYP24A1 expression in patients with prostate cancer (Fig. 4f). However, 1α,25(OH)_2_D_3_-dependent suppression of cyclin D1 mRNA expression^40^ was not abrogated in PC3-shESS2 cells (Fig. 4g).

These results showed that ESS2 regulated prostate cancer proliferation and metabolism by modulating the expression of some NRs, including VDR and PPAR-γ.

### ESS2 regulated C–C motif chemokine ligand 2 (CCL2), WNT5A, and TGFβ1 mRNA levels

We further analyzed expression levels of other gene sets in PC3-shC and PC3-shESS2 cells (Fig. 5a,e, and Supplementary Fig. 6). First, we focused on the CCL family, which is associated with cancer progression and metastasis^41^. 

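Of the CCL genes in Fig. 5a, 24 were matched to genes on the array and 13 could be compared, with 6 lower and 7 higher in PC3-shESS2 cells. CCL2 was not well above background on either PC3 array: its signal was 2.95 in PC3-shC cells and 2.17 in PC3-shESS2 cells, against a lowest signal among probes well above background of 8.94 and 9.02. No fold is therefore given for CCL2. The only CCL gene to fall by more than 2-fold was CCL20. CCL5 was 56.4-fold higher in PC3-shESS2 cells, and CCL3 (by at least 11.26 on the log2 scale) and CCL3L3 (by at least 7.85) were also higher, as neither was well above background in PC3-shC cells. The median log2 ratio of the CCL family was 0.022 over 14 genes, at percentile 62.3 among random lists matched on mean signal. It was −0.081 with the arrays scaled to their medians and 0.29, at percentile 97.6, when the probes of each gene were averaged.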

Interestingly, ESS2 depletion suppressed *CCL2* mRNA expression (Fig. 5a,b). CCL2 (also known as monocyte chemoattractant protein-1) is a member of the CC chemokine family and promotes monocyte chemotaxis to sites of inflammation. In tumors, CCL2 is produced by cancer cells, and multiple transcription factors, including NF-κB, regulate *CCL2* mRNA expression^42^. In PC3 cells, CCL2 acts as a potent chemoattractant and protects against autophagic death through the phosphatidylinositol 3-kinase/AKT pathway^43,44^. Therefore, we next examined p65 and CHD1 recruitment and histone H3K36 trimethylation on the *CCL2* locus using ChIP-qPCR (Fig. 5c). Notably, p65 and CHD1 recruitment on the *CLL2* promoter and 3′-UTR was decreased in PC3-shESS2 cells (Fig. 5c). Histone H3K36me3 levels were also decreased on the *CCL2* promoter and 3′-UTR in PC3-shESS2 cells (Fig. 5c). Interestingly, such ESS2-dependent suppression of *CCL2* mRNA was also observed in LNCaP cells transiently transfected with ESS2 siRNA (Fig. 5d). These results suggested that ESS2 affected prostate cancer progression in vivo by regulating CCL2 expression.

**Figure 5:**
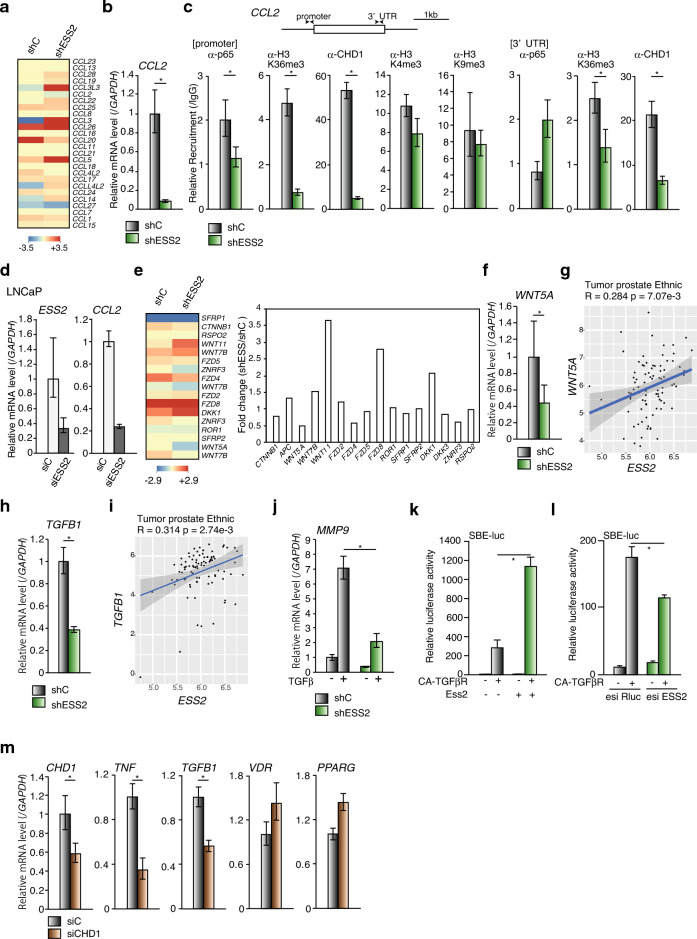
ESS2 regulated *CCL2*, *WNT5A*, and *TGFB1* mRNA levels. (**a**) Heatmap data of CCL mRNAs by microarray in PC3-shC and PC3-shESS2 cells. (**b**) RT-qPCR of *CLL2* mRNA in PC3-shC and PC3-shESS2 cells normalized to the level of *GAPDH* mRNA. *, *p* < 0.05, Student’s t-test. (**c**) ChIP-qPCR analysis of the *CCL2* gene at the TSS site (TSS) and 3′-UTR site (3′-UTR) with anti-p65, anti-CHD1, and anti-histoneH3K36 trimethylation antibodies in PC3-shC and PC3-shESS2 cells normalized to the input level. *, *p* < 0.05, Student’s t-test. (**d**) RT-qPCR of *CCL2* in siC- or siESS2-transfected LNCaP cells normalized to the level of *GAPDH* mRNA. *, *p* < 0.05, Student’s t-test. (**e**) Left panel: heatmap data for WNT-related genes in PC3-shC and PC3-shESS2 cells. Right panel: fold changes in gene expression levels (PC3shESS2/PC3-shC) in microarray data. (**f**) RT-qPCR of *WNT5A* in PC3-shC and PC3-shESS2 cells. *, *p* < 0.05, Student’s t-test. (**g**) Scatter plots showing correlations of ESS2 and WNT5A expression in patients with prostate cancer. (**h**) RT-qPCR of *TGFB1* in PC3-shC and PC3-shESS2 cells. (**i**) Scatter plots showing correlations of ESS2 and TGFB1 expression in patients with prostate cancer. (**j**) RT-qPCR of *MMP9* mRNA in PC3-shC and PC3-shESS2 cells with/without TGFβ normalized to the level of *GAPDH* mRNA. (**k**) Luciferase reporter assays using a constitutively active TGFβR1 (CA-TGFβR) expression vector to activate SMAD2/3 on Smad binding element (SBE)-luc reporter vector in HEK293 cells. (**l**) ESS2 knockdown by esiRNA decreased the transcriptional activities of SMAD2/ in HEK293 cells. *, *p* < 0.05, Student’s t-test. (**m**) RT-qPCR of *CHD1*, *TNF*, *TGFB1, VDR* and *PPARG* in PC3 cells transfected with control siRNA (siC) or CHD1 siRNA(siCHD1)*,* normalized to the levels of *GAPDH* mRNA. *, *p* < 0.05, Student’s t-test. For RT-qPCR, ChIP-qPCR and luciferase reporter assays, each experiment was performed at least three times, and the results are presented as means ± standard deviations.

Next, we investigated WNT-related gene expression (Fig. 5e, left). The WNT signaling pathway plays pivotal roles in prostate cancer development, and several Wnt signaling inhibitors have been tested in phase I trials for prostate cancer therapy^45^. 

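Of the 16 genes in Fig. 5e, 12 were well above background on at least 1 of the PC3 arrays, with 6 lower and 6 higher in PC3-shESS2 cells. WNT5A had a log2 ratio (PC3-shESS2 over PC3-shC) of −1.11, a 2.16-fold lower level, and was the only one of the 12 to fall by more than 2-fold. Its log2 ratio was −0.91 with normexp background correction. FZD4 had a log2 ratio of −0.85. More than a 2-fold rise was found in WNT11 (log2 ratio 1.78) and FZD8 (1.40), and DKK1 had a log2 ratio of 0.95, which was 1.12 with quantile normalization. FZD2 changed little (log2 ratio 0.17). Over all WNT and FZD genes, of which 22 could be compared, the median log2 ratio was −0.030, at percentile 54.2 among random lists matched on mean signal, and the mean was 0.099.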

Interestingly, among WNT pathway molecules, WNT5A showed reduced expression in PC3-shESS2 cells (Fig. 5e, right). Furthermore, RT-qPCR showed that *WNT5A* mRNA levels were decreased in PC3-shESS2 cells (Fig. 5f), and a correlation was observed between ESS2 and WNT5A expression in patients with prostate cancer (Fig. 5g).

WNT5A is upregulated in prostate cancer and can promote tumor cell invasion through FZD2 and ROR2^46^. In a mouse model of prostate cancer, WNT5A haploinsufficiency prevented the early onset and early lethality of prostate tumors^47^. *WNT5A* mRNA is found in circulating tumor cells from patients with CRPC^48^ and from patients with prostate cancer whose disease progressed while they were undergoing treatment with the androgen receptor inhibitor enzalutamide^8^. Thus, our results showed that ESS2-dependent WNT5A expression may affect prostate cancer progression.

We then investigated epithelial-mesenchymal transition (EMT)-related genes in PC3-shC and PC3-shESS2 cells. The EMT is a characteristic of cancer cell invasion and metastasis and is closely associated with many cancers^49^. In prostate cancer, EMT-related genes regulate metastasis and progression^50^. TGF-β induces the EMT, conferring epithelial tumor cells with aggressive mesenchymal-like phenotypes accompanied by alterations in the expression of intercellular adhesion molecules (such as E-cadherin and N-cadherin) and the secretion of metalloproteinases (MMPs, such as MMP-9), resulting in metastasis. Interestingly, *TGF-β1* mRNA levels were downregulated in PC3-shESS2 cells (Fig. 5h), and ESS2 and TGF-β1 expression levels were significantly correlated in patients with prostate cancer (Fig. 5i).

TGF-β promotes the EMT via the SMAD2/3 pathway, and MMP-9 is a TGF-β target gene that promotes tumor invasion^51–53^. Additionally, in PC3-shC and PC3-shESS2 cells with or without TGF-β treatment, *MMP-9* mRNA was induced in a TGF-β-dependent manner (Fig. 5j), as previously described^53^. Interestingly, TGF-β-dependent MMP-9 mRNA induction in PC3-shESS2 cells was significantly lower than that in PC3-shC cells (Fig. 5j). Moreover, Ess2 significantly enhanced the transcriptional activities of SMAD2/3 (Fig. 5k) and ESS2 knockdown decreased the transcriptional activities of SMAD2/3 (Fig. 5l). These results showed that ESS2 regulated TGF-β expression and the expression of TGF-β target genes by controlling the TGF-β signaling pathway.

We subsequently we examined mRNA levels of ESS2 target genes in CHD1 knockdown PC3 cells (PC3-siCHD1). As shown in Fig. 5m, *TNF* and *TGFB1* were decreased in CHD1 knockdown PC3 cells but expression levels of *VDR* and *PPARG* were not changed. These results show that CHD1 partially regulates mRNA expression levels of ESS2 target genes.

We also compared the expression levels of PARP, histone deacetylase (HDAC), bone morphogenetic protein, C-X-C motif chemokine ligand, and interleukin family genes as well as long noncoding RNAs and HOX genes (Supplementary Fig. 6). However, no significant gene expression changes associated with prostate cancer were observed.

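Across the panels of Supplementary Fig. 6, 157 genes were matched to the array and 111 could be compared in PC3 cells. In PC3-shESS2 cells 16 of these were lower and 10 higher by more than 2-fold. None of the 18 HDAC and SIRT genes and none of the 13 long noncoding RNAs compared passed a 2-fold difference. Of the 11 PARP genes compared, 3 were lower by more than 2-fold, namely PARP10 (log2 ratio −2.78), PARP9 (−2.32) and PARP14 (−1.23). In the bone morphogenetic protein panel, BMP5 (log2 ratio 2.35) and NOG (1.77) were higher, although BMP5 was under 2-fold with normexp background correction (0.67). Of the 11 CXCL genes compared, 5 were lower and 3 higher by more than 2-fold, and those higher included CXCL11 (log2 ratio 2.89) and CXCL10 (2.21). The 17 interleukins compared had 4 genes lower and 3 higher by more than 2-fold, with IL37 (log2 ratio −2.65) and IL24 (3.41) among them. The 34 HOX genes and HOX antisense RNAs compared had 4 lower, of which HOXB5 fell most (log2 ratio −1.26), and 2 higher. With no filter on dim genes, the number of genes higher by more than 2-fold was 16.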

Overall, these results showed that ESS2 mediated several signaling pathways, including CCL2, noncanonical WNT, and TGF-β/SMAD pathways. Such aberrant gene expression in PC3-shESS2 cells may have suppressed prostate cancer progression in xenografts in nude mice.

### *Ess2*^fl/fl^;Rosa26-Cre^ERT2^ mice showed reduced prostate development

We found that ESS2 regulated PC3 cell proliferation by controlling the expression levels of prostate cancer-related genes. However, the functions of ESS2 in prostate development are still unclear. Rodent prostates display ductal branching organization and secretory production specific to each lobe. Prostate epithelial ductal cells are composed of columinal secretory cells lining the lumen and flat basal cells underneath the lumen. In addition, few neuro-endocrine cells are dispersed throughout the gland. To investigate the role of ESS2 in prostate organogenesis, we generated tamoxifen-inducible ESS2-knockout mice (*Ess2*^fl/fl^;Rosa26-Cre^ERT2^) by crossing Rosa26ERT2-Cre mice with ESS2^fl/fl^ mice (RBRC09771, RIKEN) and then treated the mice with tamoxifen. iESS2KO *Ess2*^fl/fl^;Rosa26-Cre^ERT2^ mice (14–15-week-old males) administered tamoxifen did not show lethality and exhibited normal growth (Fig. 6a). The ventral prostate (VP) of *Ess2*^fl/fl^;Rosa26-Cre^ERT2^ (iESS2KO) mice was significantly smaller than that of control mice (Fig. 6b). Moreover, hypoplasia of the anterior prostate (AP) and dorsolateral prostate (DLP) was also observed in iESS2KO mice (data not shown). Hematoxylin and eosin staining of paraffin-embedded prostate tissue sections showed aberrant morphology of ducts consisting of cuboidal luminal cells in iESS2KO mice, whereas control mice showed a single layer of tall columnar luminal cells (Fig. 6c). Moreover, Ki-67 staining of paraffin-embedded prostate tissue sections showed reduced proliferation of VP cells in iESS2KO mice (Fig. 6d,e). These results indicated that ESS2 was a key regulator of prostate development.

**Figure 6:**
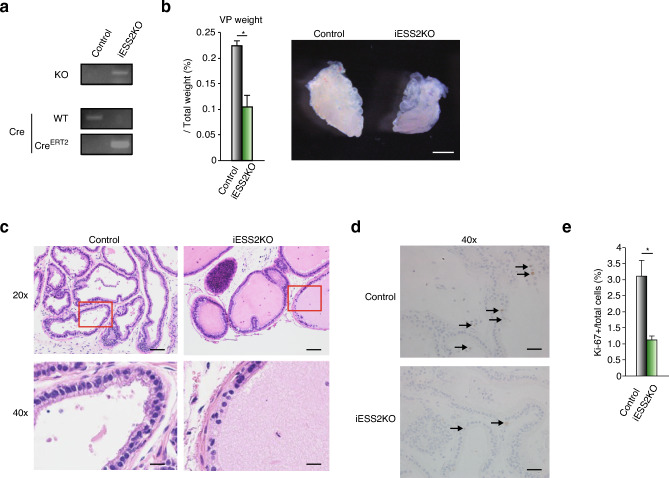
ESS2-knockout mice showed reduced VP development. (**a**) Genotyping PCR of control (Control) and tamoxifen-treated Rosa-CreERT2:Ess2^fl/fl^ (iESS2KO) mice. Primer combinations are described in Supplementary Table. Raw data was shown in Supplementary Fig. 9. (**b**) Left panel: weights of the VP in Control and iESS2KO mice normalized to body weight. n = 3–4. *, *p* < 0.05, Student’s t-test. Right panel: representative VPs in Control and iESS2KO mice. Scale bar = 1 mm. (**c**) HE staining of the VP in Control and iESS2KO mice. Scale bar = 100 μm (20 ×) and 20 μm (40 ×). (**d**) Representative Ki-67 staining of the VP in Control and iESS2KO mice. The sections were counterstained with hematoxylin. The levels of Ki-67-positive cells decreased in iESSKO mice. Scale bar = 50 μm. (**e**) Graph of Ki-67-positive cells / total cells from the VP in Control and iESS2KO mice. Five to six independent areas were counted for each of three mice, and the results are presented as means ± standard deviations. *, *p* < 0.05, Student’s t-test.

## Discussion

In this study, we found that ESS2 knockdown in PC3 cells strongly suppressed tumorigenesis and markedly blocked the expression of NF-κB/CHD1 pathway genes, including *VDR*, *PPAR-γ*, *CCL2*, *WNT5A*, and *TGF-β1* (Fig. 7). These results indicated that ESS2 regulated multiple signaling pathways through genome-wide modulation of mRNA expression in prostate cancer. Recent comprehensive genome-wide analyses have revealed that prostate cancer treatment requires identification of gene mutations, elucidation of the expression profile of each individual, and tailoring the treatment to the individual^7,8^. Our study revealed that the expression levels of some cancer-related genes were correlated with ESS2 expression in patients with prostate cancer. Elucidation of the effects of ESS2 on the expression of prostate cancer-related genes is necessary. In addition, ESS2 knockdown resulted in smaller nuclei; therefore, ESS2 may affect nucleus structure or may regulate mRNA levels of nuclear structure-related genes.

**Figure 7:**
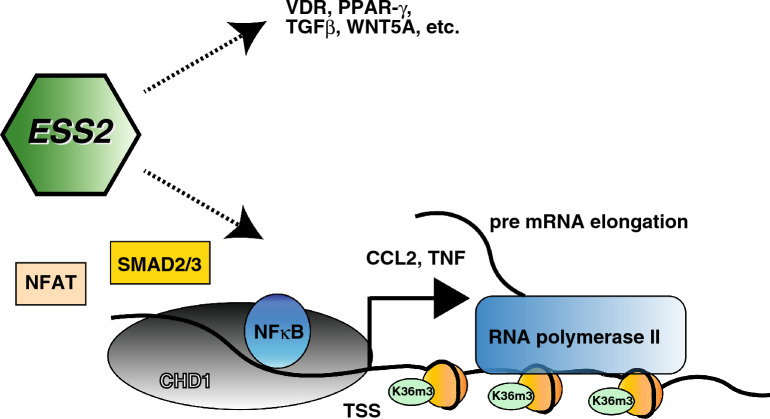
Proposed function of ESS2 in prostate cancer. ESS2 regulates the recruitment of NFκB/CHD1 complex on target promoter and regulates transcription elongation. ESS2 also regulates mRNA expression levels of other genes such as NRs, WNT5A and TGF-β.

The *ESS2* gene was first cloned as an expression sequence tag located in the 22q11.2 locus, which is related to 22q11.2 deletion syndrome (22q11DS; also known as DiGeorge syndrome or CATCH 22 syndrome)^54^. 22q11DS is associated with various symptoms, such as congenital heart disease, palate abnormalities, immune system dysfunction, and thymic hypoplasia^55^. 22q11.2 deletion syndrome may also be associated with the risk of malignancy^56^; however, the role of ESS2 in patients with cancer is still unclear.

Interestingly, PC3-shESS2 cells showed decreased NF-κB/CHD1 recruitment to target gene promoters. This dysregulation in PC3-shESS2 cells may explain the reduced proliferation of PC3-shESS2 cells. The CHD family consists of nine members, i.e., CHD1–9, which share chromatin organizing (Chromo) domains that bind specifically to modified histones and an SNF2-like ATP-dependent helicase domain that facilitates nucleosome mobilization. CHD1 binds to histone H3K4me3 and H3K36me3 and controls transcriptional elongation^57^. CHD1-knockout mice exhibit embryonic lethality at E5.5 owing to growth retardation^58^. Moreover, CHD1 is involved in cancer progression via regulation of NF-κB target genes in PTEN-deficient prostate cancer^22^, and CHD1 alters androgen receptor binding sites in CHD1-deleted androgen receptor-positive prostate cancer cells^59^ and abrogates anti-androgenic effects by causing induction of transcription factors such as the glucocorticoid receptor^60^. Thus, our results showed that ESS2 regulated the functions of various transcription factors through recruitment of chromatin remodeling factors, such as CHD1.

In recent studies, the relationships between epigenetic factors and carcinogenesis have been clarified, and clinical trials have been conducted for drugs targeting DNA methyltransferase, HDAC, histone acetyltransferase, histone demethylase, and bromodomain and extra-terminal motif in prostate cancer^61^. However, we did not observe any significant changes in the expression of these gene families in PC3-shESS2 cells. 

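On the PC3 arrays, none of the DNA methyltransferase, HDAC, histone acetyltransferase and bromodomain and extra-terminal genes that could be compared differed by more than 2-fold between PC3-shC and PC3-shESS2 cells. These were 3 DNMT genes, 18 HDAC and SIRT genes, 10 acetyltransferase genes and 3 bromodomain and extra-terminal genes. Among 17 histone demethylase genes, 1 was more than 2-fold higher in PC3-shESS2 cells. The median log2 ratio of the HDAC and SIRT genes was −0.0034 (percentile 73.6 among random lists matched on mean signal), that of the acetyltransferase genes 0.085 (percentile 85.3), which was −0.018 with the arrays scaled to their medians, and that of the demethylase genes 0.14 (percentile 93.2). The demethylase genes moved to 0.26, at percentile 98.2, when the probes of each gene were averaged. All lists except that of the HDAC and SIRT genes were added after other results had been seen.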

Although we examined changes in other histone modifications (H3K4me3, H3K9me3) on the promoters of the *TNF* and *CCL2* genes by ChIP, we could not detect any clear differences. Because ESS2 regulates transcriptional activity, ESS2 may modulate the recruitment or activities of epigenetic factors. However, ESS2 may also regulate lncRNA binding and splicing, and further studies are required.

Previously, we found that ESS2 interacts with another chromatin remodeling factor, BAZ1B^12^. In addition to transcriptional regulation, BAZ1B regulates DNA recombination, replication, and repair^15^. Thus, ESS2 may mediate the recruitment of chromatin remodeling factors, such as BAZ1B and CHD1. However, the molecular mechanisms through which ESS2 is associated with NF-κB/CHD1 still remain unclear. Since ESS2 knockdown in 68–41 murine T-lymphocyte-related cells abrogates the interaction between RORγ/γt and long noncoding RNAs (lncRNAs)^19^, ESS2 may mediate the interaction between lncRNA and transcription factors/chromatin remodeling factors. We examined RNA immunoprecipitation assay on NF-kB and some lnc RNAs, but PC3-shESS2 cells did not show abrogation of the interaction (data not shown). Further studies are required to elucidate the molecular mechanisms of the ESS2 and NF-κB/CHD1 pathway. Moreover, ESS2 may regulate splicing and DNA repair in cancer cells through its involvement in the splicing C complex^18^, CHD1^62^ and BAZ1B^15^. Additional work is required to elucidate the mechanisms involved in this process.

ESS2 regulates cancer progression, PPAR-γ and VDR responses, and EMT signaling in PC3 cells. Both PPAR-γ and VDR are expressed in various organs and play pivotal roles in cell proliferation, differentiation, and metabolism^35,63^. However, naïve CD4^+^ T-cells in CD4-specific ESS2-knockout mice do not show changes in the mRNA expression levels of these genes. Thus, ESS2 alters the expression of genes in a cell context-dependent manner. Further studies are needed to assess these molecular mechanisms. One possibility is that ESS2 depletion may alter the genome-wide recruitment of chromatin remodeling factors, such as CHD1, resulting in dysregulation of transcription. Previous ChIP-seq data^22^ have revealed that CHD1 also binds to the *PPARγ* and *WNT5A* promoters. Thus, ESS2-dependent alterations in CHD1 recruitment can regulate genome-wide gene expression in cancer.

We found that TGF-β-dependent induction of MMP-9^53^ was abrogated in PC3-shESS2 cells. Our studies showed, for the first time, that ESS2 may regulate the EMT via the TGF-β1 signaling pathway. Because MMP-9 expression levels were reduced in PC3-shESS2 cells following TGF-β treatment, intracellular molecules involved in the TGF-β pathway, such as SMAD2/3, may be regulated by ESS2.

ESS2 also plays critical roles in prostate development. Although many transcription factors and signaling pathways are critical for prostate development^64^, it is unclear which signaling pathways and transcription factors are regulated by ESS2. In this study, we performed RT-qPCR analysis of androgen receptor mRNA in the VP of control and iESS2KO mice; however, significant differences in expression were not found (data not shown). Because luminal cells express high levels of Runx1^65^ and Nkx3.1^66^, ESS2 may regulate the transcriptional activities of these genes. Further studies of the mechanisms of ESS2 in prostate development should be performed.

Our results suggested that ESS2/protein binding inhibitors may suppress cancer proliferation by regulating the structure of chromatin. In particular, small molecule ESS2/CHD1 binding inhibitors may be effective candidates for anticancer agents.

In summary, we demonstrated the roles of ESS2 in prostate cancer progression for the first time. Because ESS2 regulates numerous genes involved in prostate cancer, the discovery of ESS2-regulated molecules may contribute to the development of novel molecular targeted therapies for prostate cancer.

## Methods

### Clinical samples

Clinical samples were conducted in accordance with Declaration of Helsinki provided for human experimentation (1964). This study has been approved by the appropriate institutional review boards of the Institute of Medical Science of the University of Tokyo (reference no. 2021–104-0308). Informed consent was obtained from all subjects involved in the study.

Samples from clinically localized prostate cancer obtained by radical prostatectomy (n = 21) and normal prostate tissues obtained by radical cystectomy (n = 5) were collected from men ages 54–78 years (median, 71 years) and 68–84 years (median, 74 years), respectively, at the University of Tokyo. The average pre-operative serum prostate-specific antigen levels were 10.0 ± 1.62 ng/mL (range, 4.30–29.13 ng/mL) and 3.82 ± 1.50 ng/mL (range, 2.16–8.82 ng/mL), respectively, and Gleason scores in the prostate cancer group were 4 + 3 = 7 (n = 9), 4 + 4 = 8 (n = 5), 4 + 5 = 9 (n = 6), and 5 + 4 = 9 (n = 1).

### RNA isolation from FFPE specimens

Total mRNA was extracted from FFPE specimens using a nucleic acid isolation kit (Ambion, Life Technologies, Grand Island, NY)^67^. FFPE specimens were cut into 11-μm-thick slices. Pathologists distinguished the cancer region of FFPE specimens by hematoxylin and eosin (HE) staining. The cancer region of unstained FFPE specimens was divided using a knife and collected into a microcentrifuge tube. Paraffin was removed using 100% xylene with incubation for 3 min at 50 °C to melt the paraffin. After removal of xylene, the pellet was washed with 100% ethanol twice and dried at room temperature for 45 min. The pellet was digested with 100 μL digestion buffer (Ambion, Life Technologies) and 4 μL protease and incubated for 15 min at 50 °C and then 15 min at 80 °C. A mixture of 120 μL isolation additive (Ambion, Life Technologies) and 275 μL of 100% ethanol was added to the sample, passed through a filter cartridge by centrifuge to isolate nucleic acids, and rinsed. A mixture of 4 μL DNase, 6 μL 10 × DNase buffer, and 50 μL nuclease-free water was added to the cartridge, incubated at room temperature for 30 min, rinsed, and centrifuged. Then, 30 μL nuclease-free water was added, and purified RNA was obtained after centrifugation for 1 min at room temperature.

### Cell culture and chemicals

PC3, CRW22Rv1, DU145, and LNCaP cells were purchased from American Type Culture Collection (Manassas, VA, USA). The cells were cultured in RPMI 1640 medium (Thermo Fisher Scientific) supplemented with 10% fetal bovine serum (FBS; Thermo Fisher Scientific) and 100 U/mL penicillin–streptomycin (Nacalai Tesque Inc.). HEK293 (human embryonic kidney 293) cells were cultured in Dulbecco’s modified Eagle medium containing 10% fetal bovine serum (FBS), 100 unit/mL penicillin, and 100 ug/mL streptomycin. The cells were maintained at 37 °C and 5% CO_2_ in a humid environment. We used 10 ng/mL recombinant TGF-β (PeproTech) for MMP-9 induction. Troglitazone was provided by Prof. S Kato (Iryo Sosei University and Tokiwa Foundation, Japan), and VDR ligand (1α,25-dihydroxyvitamin D_3_) was previously described^68^.

To establish PC3 cells stably expressing ESS2 shRNA, we used SureSilencing shRNA Plasmid for Human ESS2 for Puromycin resistance (cat. no. KH16627P; Qiagen, Valencia, CA, USA). After transfection with ESS2 shRNA plasmids or negative control shRNA plasmid using FuGENE HD (Promega, Madison, WI, USA), cells were cultured with 1 μg/mL puromycin for at least 2 weeks and selected.

For transient ESS2 siRNA transfection experiments, we purchased MISSION esiRNA (Sigma, St. Louis, MO, USA), ESS2 esiRNA (cat. no. EHU001101-20UG) and Control Renilla luc (cat. no. EHURLUC-20UG). After transfection of ESS2 esiRNA or RLUC esiRNA into LNCaP or HEK293 cells using Lipofectamine RNAiMAX (Thermo Fisher Scientific), cells were incubated for 24 h, harvested, and subjected to RNA extraction. For transient CHD1 siRNA transfection experiments, we purchased Silencer™ Select (Thermo Fisher Scientific) CHD1 (s2975 4390824) and Control (4390843). After transfection of CHD1 siRNA or Control siRNA into PC3 cells using Lipofectamine RNAiMAX (Thermo Fisher Scientific), cells were incubated for 72 h, harvested, and subjected to RNA extraction.

### Xenograft experiment

All mouse xenograft experiments were approved by Teikyo University Animal Ethics Committee (19–026) and conformed to the ARRIVE guidelines. The in vivo tumor growth of human prostate cancer cells transduced with a negative control shRNA or ESS2 shRNA was determined using a subcutaneous transplant xenograft model. PC3-shC or PC3-shESS2 cells (1 × 10^6^) in phosphate-buffered saline (PBS)/Matrigel mixture were injected subcutaneously into 5-week-old male nude mice (CLEA Japan Inc.) under deep anesthesia with isoflurane (Pfizer). The resulting tumors were evaluated once a week. Once the largest tumor diameter reached the maximal tumor diameter allowed under our institutional protocol, all mice were killed, and tumors were collected and weighted.

### Plasmids and reagents

NF-κB-RE-luc reporter vector was purchased from Priomega (E8491). AP1 RE-luc reporter vector and dexamethasone were gifts from Dr. H. Ogawa. Expression vectors of NFAT, CA-TGFβR and luciferase reporter vectors for NFAT RE-luc and SBE-luc were donated by Prof. A. Yoshimura^69^. Expression vectors of p65 and p50 were gifts from Dr. S. Sawatsubashi. Ess2 expression vector was used as previously described^12^. Recombinant human TNF-α was purchased from Peprotech (300-01A). Phorbol 12-myristate 13-acetate (PMA) and ionomycin were purchased from Sigma-Aldrich.

### Luciferase reporter assay

For luciferase reporter assays, transfections of HEK293 cells were performed by the calcium phosphate co-precipitation method as described previously ^70^. Briefly, 8 h after transfection, compounds were added. Cells were harvested after 24 h and were assayed for luciferase and β-galactosidase activities using a luminometer and a microplate reader (Molecular Devices, Sunnyvale, CA). Co-transfection experiments used 50 ng of reporter plasmid, 10 ng of pCMX-β-galactosidase and 15 ng of each expression plasmid in each well of a 96-well plate. Luciferase data were normalized to the internal β-galactosidase control and represent the means +/− S.D. All points were performed in triplicate and repeated at least twice in independent experiments.

### Fluorescence observation

Cells were fixed in 4% paraformaldehyde and washed with PBS. Cell specimens were stained with rhodamine phalloidin (Cytoskelton, Inc.) and mounted with DAPI (Vectashield; Vector Laboratories, Burlingame, CA, USA). Mounted cell specimens were analyzed with a confocal microscope (ZSM710; Carl Zeiss).

### BrdU staining and MTT assay

BrdU staining was performed using a BrdU kit (Sigma) according to the manufacturer’s protocol. Cell viability was measured using 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT; Nacalai Tesque Inc.) assays after dissolution of MTT in PBS (final concentration, 5 mg/mL). Cells were incubated in 96-well plates at 10,000 cells/well in 100 μL RPMI1640 supplemented with 10% FBS at 37 °C in a 5% CO_2_ incubator. Next, 10 μL MTT reagent was added, and samples were incubated for 4 h. Absorbance was recorded at 570 nm with a FlexStation 3G (Molecular Devices).

### Western blotting

For western blotting and/or ChIP, we used antibodies against p65 (cat. no. 6956 [Cell Signaling Technology, Danvers, MA, USA]; cat. no. ab16502 [Abcam, Cambridge, UK]), PPAR-γ (cat. no. PP-A3409A-00; Perseus Proteomics), VDR (cat. no. sc-13133; Santa Cruz Biotechnology, Santa Cruz, CA, USA), ESS2/DGCR14 (cat. no. HPA001222; Sigma), CHD1 (cat. no. sc-271626; Santa Cruz Biotechnology), p21/CDKN1A (cat. no. sc-817; Santa Cruz Biotechnology), p27/CDKN1B (cat. no. sc-1641; Santa Cruz Biotechnology), GAPDH (cat. no. 10494–1-AP; Protein Group) and β-actin (cat. no. sc-47778; Santa Cruz Biotechnology). Western blotting experiments were performed as previously described^12^ and the original blots were shown in the Supplementary Figs. 7a–c and 8. Proteins recognized by antibodies were revealed by an electrochemiluminescence (ECL) technique, following the Manufacturer's instructions (Amersham Biosciences, Amersham, U.K.). To standardize and quantify the immunoblots, we used the photo documentation system Image Quant LAS 400 mini (GE Healthcare, IL, USA).

### ChIP-qPCR

ChIP assays were performed according to the manufacturer’s protocol (Millipore). Briefly, cells were fixed with 1% formaldehyde, and chromatin was sheared by sonication to 300–500 bp. Chromatin was immunoprecipitated with control IgG or specific antibodies (p65, CHD1, and H3K36Me3 [MABI0333; MBL]) overnight at 4 °C and then incubated with protein A-agarose-salmon sperm DNA (Millipore) for an additional 2 h. After washing and elution, protein-DNA crosslinks were disrupted by heating at 65 °C overnight. Immunoprecipitated DNA was purified with QIAquick spin columns (Qiagen) and analyzed by qPCR with a StepOne (Bio-Rad Laboratories, CA, USA) using Light Cycler SYBR Green I Master Mix (Takara Bio). Relative quantification was performed using the 2^-ΔCT^ method, where ΔCT is the difference between the mean CT value of triplicates of the sample and that of the input control. Primer sequences are shown in Supplementary Table.

### RNA isolation and qRT-PCR

Total RNA was extracted using TRIzol (Invitrogen, Carlsbad, CA, USA), and first-strand cDNA was synthesized from total RNA using PrimeScript Reverse Transcriptase (Takara Bio). For qPCR, a StepOne system (Thermo Fisher Scientific) was used with Light Cycler SYBR Green I Master Mix (Takara). Relative quantification was performed using the 2^-ΔCT^ method, where ΔCT is the difference between the mean CT value of triplicate samples. Primers are listed in the Supplementary Table.

### Microarray and bioinformatic analysis

RNA was extracted with an RNeasy mini kit (Qiagen), and samples were subjected to microarray analysis by Takara Bio (Japan). Microarray data are available in the Gene Expression Omnibus (GSE173998). We analyzed microarray data using GeneSpring (Agilent). GSEA was performed using the GSEA software package (GSEA v2.2.3), and all gene set files were obtained from www.broadinstitute.org/gsea/. To investigate correlations of ESS2 expression with other genes, we used the R2: Genomics Analysis and Visualization Platform (http://r2.amc.nl) and drew graphs by RStudio.

### Generation of *Ess2*^fl/fl^;Rosa26-Cre^ERT2^ mice

All iEss2KO mice-related animal experiments were performed according to the protocols, which adhered to the Nihon University Rules concerning Animal Care and Use, approved by Nihon University Animal Care and Use Committee (AP17M055-1), and conformed to the ARRIVE guidelines. To generate tamoxifen-induced Ess2-knockout (iEssKO) mice, *Ess2*^fl/fl^ mice (RBRC09771, RIKEN BRC) were crossed with Rosa26-Cre^ERT2^ mice (Jax stock #008,463). The genotype was confirmed by extracting DNA and performing PCR with genotyping primers. The original electrophoresis data was shown in the Supplementary Fig. 9. Oligonucleotide sequences are listed in the Supplementary Table.

### Histological analysis

HE staining and K-i67 staining was performed by Genostaff Co., Ltd. (Japan). For immunohistochemical evaluation of ESS2, we used anti-ESS2/DGCR14 antibody (cat. no. HPA001222; Sigma), HRP-conjugated goat anti-rabbit antibody (cat. no. 5220-0336; SeraCare Life Sciences,Inc.), ImmPACT DAB (cat. no. SK-4105; Vector laboratories) and Mayer's Hematoxylin Solution (cat. no. 8656; Sakura Finetek Japan).

### Statistical analyses

Data are presented as means ± standard deviations. Equality of variances was assessed using F-tests. Comparisons between two groups were made using two-tailed Student’s t-tests or two-tailed Welch’s t-tests when the variances were equal or unequal, respectively. *P* values less than 0.05 were considered statistically significant. For GSEA, a false discovery rate q-value less than 0.05 was considered statistically significant.

## Supplementary Information

Supplementary Information.

Supplementary Tables.

Supplementary Figure 1.

Supplementary Figure 2.

Supplementary Figure 3.

Supplementary Figure 4.

Supplementary Figure 5.

Supplementary Figure 6.

Supplementary Figure 7.

Supplementary Figure 8.

Supplementary Figure 9.

## Data Availability

The raw data of microarray are publicly available on the GEO repository; Accession No. GSE173998 (token; ydclmyqkzbadbkb). Ess2^fl/fl^ mice (RBRC09771) were registered with the RIKEN BRC. All remaining data are contained within this article and the supporting information.

## References

[1] Siegel RL, Miller KD, Jemal A (2019). Cancer statistics, 2019. CA Cancer J. Clin..

[2] Zhang D (2020). Intron retention is a hallmark and spliceosome represents a therapeutic vulnerability in aggressive prostate cancer. Nat. Commun..

[3] de Wit R (2019). Cabazitaxel versus abiraterone or enzalutamide in metastatic prostate cancer. N. Engl. J. Med..

[4] Martin GA, Chen AH, Parikh K (2017). A novel use of olaparib for the treatment of metastatic castration-recurrent prostate cancer. Pharmacotherapy.

[5] de Bono J (2020). Olaparib for metastatic castration-resistant prostate cancer. N. Engl. J. Med..

[6] LeVee A (2021). Clinical utility of olaparib in the treatment of metastatic castration-resistant prostate cancer: a review of current evidence and patient selection. Oncol. Targets Ther..

[7] Thomas G (2008). Multiple loci identified in a genome-wide association study of prostate cancer. Nat. Genet..

[8] Miyamoto DT (2015). RNA-Seq of single prostate CTCs implicates noncanonical Wnt signaling in antiandrogen resistance. Science.

[9] Rosenfeld MG, Lunyak VV, Glass CK (2006). Sensors and signals: a coactivator/corepressor/epigenetic code for integrating signal-dependent programs of transcriptional response. Genes Dev..

[10] Clapier CR, Iwasa J, Cairns BR, Peterson CL (2017). Mechanisms of action and regulation of ATP-dependent chromatin-remodelling complexes. Nat. Rev. Mol. Cell Biol..

[11] Mills AA (2017). The chromodomain helicase dna-binding chromatin remodelers: family traits that protect from and promote cancer. Cold Spring Harb. Perspect. Med..

[12] Takada I (2015). DGCR14 induces Il17a gene expression through the RORgamma/BAZ1B/RSKS2 complex. Mol Cell Biol.

[13] Ivanov II (2006). The orphan nuclear receptor RORgammat directs the differentiation program of proinflammatory IL-17+ T helper cells. Cell.

[14] Wang J (2016). ROR-gamma drives androgen receptor expression and represents a therapeutic target in castration-resistant prostate cancer. Nat. Med..

[15] Sharif SB, Zamani N, Chadwick BP (2021). BAZ1B the protean protein. Genes (Basel).

[16] Clark DE (2005). The serine/threonine protein kinase, p90 ribosomal S6 kinase, is an important regulator of prostate cancer cell proliferation. Cancer Res..

[17] Cronin R, Brooke GN, Prischi F (2021). The role of the p90 ribosomal S6 kinase family in prostate cancer progression and therapy resistance. Oncogene.

[18] Hegele A (2012). Dynamic protein-protein interaction wiring of the human spliceosome. Mol. Cell.

[19] Takada I (2018). Ess2 bridges transcriptional regulators and spliceosomal complexes via distinct interacting domains. Biochem. Biophys. Res. Commun..

[20] Takada, I. H. S., Takahashi, S., Yanaka, K., Ogawa, H., Tsuchiya, M., Yokoyama, A., Sato, S., Ochi, H., Nakagawa, T., Kobayashi, T., Nakagawa, S., Makishima, M. Transcriptional coregulator Ess2 controls survival of post-thymic CD4+ T cells through the Myc and IL-7 signaling pathways. *J. Biol. Chem.* (2022).10.1016/j.jbc.2022.102342PMC943682235933014

[21] Tai S (2011). PC3 is a cell line characteristic of prostatic small cell carcinoma. Prostate.

[22] Zhao D (2017). Synthetic essentiality of chromatin remodelling factor CHD1 in PTEN-deficient cancer. Nature.

[23] Tsai EY, Jain J, Pesavento PA, Rao A, Goldfeld AE (1996). Tumor necrosis factor alpha gene regulation in activated T cells involves ATF-2/Jun and NFATp. Mol. Cell Biol..

[24] Fatica A, Bozzoni I (2014). Long non-coding RNAs: New players in cell differentiation and development. Nat. Rev. Genet..

[25] Salameh A (2015). PRUNE2 is a human prostate cancer suppressor regulated by the intronic long noncoding RNA PCA3. Proc. Natl. Acad. Sci. USA.

[26] Diamond MS, Farzan M (2013). The broad-spectrum antiviral functions of IFIT and IFITM proteins. Nat. Rev. Immunol..

[27] Liu X (2019). IFITM3 promotes bone metastasis of prostate cancer cells by mediating activation of the TGF-beta signaling pathway. Cell Death Dis..

[28] Tan H (2015). Effects of interferons and double-stranded RNA on human prostate cancer cell apoptosis. Oncotarget.

[29] Mangelsdorf DJ (1995). The nuclear receptor superfamily: The second decade. Cell.

[30] Lazar MA (2017). Maturing of the nuclear receptor family. J. Clin. Invest..

[31] Mazaira GI (2018). The nuclear receptor field: a historical overview and future challenges. Nucl. Receptor Res..

[32] Shiota M, Fujimoto N, Kashiwagi E, Eto M (2019). The role of nuclear receptors in prostate cancer. Cells.

[33] Zheng Y (2017). Loss of the vitamin D receptor in human breast and prostate cancers strongly induces cell apoptosis through downregulation of Wnt/beta-catenin signaling. Bone Res..

[34] Tontonoz P, Spiegelman BM (2008). Fat and beyond: The diverse biology of PPARgamma. Annu. Rev. Biochem..

[35] Takada I, Makishima M (2015). PPARgamma ligands and their therapeutic applications: A patent review (2008–2014). Expert Opin. Ther. Pat..

[36] Takada I, Makishima M (2020). Peroxisome proliferator-activated receptor agonists and antagonists: A patent review (2014-present). Expert Opin. Ther. Pat..

[37] Lee NJ (2013). 4-O-methylhonokiol, a PPARgamma agonist, inhibits prostate tumour growth: p21-mediated suppression of NF-kappaB activity. Br. J. Pharmacol..

[38] Radhakrishnan SK, Gartel AL (2005). The PPAR-gamma agonist pioglitazone post-transcriptionally induces p21 in PC3 prostate cancer but not in other cell lines. Cell Cycle.

[39] Gombart AF, Borregaard N, Koeffler HP (2005). Human cathelicidin antimicrobial peptide (CAMP) gene is a direct target of the vitamin D receptor and is strongly up-regulated in myeloid cells by 1,25-dihydroxyvitamin D3. FASEB J..

[40] Wang JY, Swami S, Krishnan AV, Feldman D (2012). Combination of calcitriol and dietary soy exhibits enhanced anticancer activity and increased hypercalcemic toxicity in a mouse xenograft model of prostate cancer. Prostate.

[41] Singh R, Lillard JW, Singh S (2011). Chemokines: Key players in cancer progression and metastasis. Front. Biosci. (Schol Ed).

[42] Jin J (2021). CCL2: An important mediator between tumor cells and host cells in tumor microenvironment. Front. Oncol..

[43] Loberg RD (2006). CCL2 is a potent regulator of prostate cancer cell migration and proliferation. Neoplasia.

[44] Roca H, Varsos Z, Pienta KJ (2008). CCL2 protects prostate cancer PC3 cells from autophagic death via phosphatidylinositol 3-kinase/AKT-dependent survivin up-regulation. J. Biol. Chem..

[45] Murillo-Garzon V, Kypta R (2017). WNT signalling in prostate cancer. Nat. Rev. Urol..

[46] Yamamoto H (2010). Wnt5a signaling is involved in the aggressiveness of prostate cancer and expression of metalloproteinase. Oncogene.

[47] Takahashi S (2011). Noncanonical Wnt signaling mediates androgen-dependent tumor growth in a mouse model of prostate cancer. Proc. Natl. Acad. Sci. USA.

[48] Chen CL (2013). Single-cell analysis of circulating tumor cells identifies cumulative expression patterns of EMT-related genes in metastatic prostate cancer. Prostate.

[49] Ribatti D, Tamma R, Annese T (2020). Epithelial-mesenchymal transition in cancer: a historical overview. Transl Oncol.

[50] Wang YA, Sfakianos J, Tewari AK, Cordon-Cardo C, Kyprianou N (2020). Molecular tracing of prostate cancer lethality. Oncogene.

[51] Konrad L, Scheiber JA, Schwarz L, Schrader AJ, Hofmann R (2009). TGF-beta1 and TGF-beta2 strongly enhance the secretion of plasminogen activator inhibitor-1 and matrix metalloproteinase-9 of the human prostate cancer cell line PC-3. Regul. Pept..

[52] Shiota M (2012). Clusterin mediates TGF-beta-induced epithelial-mesenchymal transition and metastasis via Twist1 in prostate cancer cells. Cancer Res.

[53] Kainuma M, Takada I, Makishima M, Sano K (2018). Farnesoid X receptor activation enhances transforming growth factor beta-induced epithelial-mesenchymal transition in hepatocellular carcinoma cells. Int J Mol Sci..

[54] Lindsay EA (1996). A transcription map in the CATCH22 critical region: identification, mapping, and ordering of four novel transcripts expressed in heart. Genomics.

[55] McLean-Tooke A, Spickett GP, Gennery AR (2007). Immunodeficiency and autoimmunity in 22q112 deletion syndrome. Scand. J. Immunol..

[56] Lambert MP (2018). The 22q11.2 deletion syndrome: Cancer predisposition, platelet abnormalities and cytopenias. Am. J. Med. Genet. A.

[57] Lee Y, Park D, Iyer VR (2017). The ATP-dependent chromatin remodeler Chd1 is recruited by transcription elongation factors and maintains H3K4me3/H3K36me3 domains at actively transcribed and spliced genes. Nucleic Acids Res..

[58] Guzman-Ayala M (2015). Chd1 is essential for the high transcriptional output and rapid growth of the mouse epiblast. Development.

[59] Augello MA (2019). CHD1 loss alters AR binding at lineage-specific enhancers and modulates distinct transcriptional programs to drive prostate tumorigenesis. Cancer Cell.

[60] Zhang Z (2020). Loss of CHD1 promotes heterogeneous mechanisms of resistance to AR-targeted therapy via chromatin dysregulation. Cancer Cell.

[61] Liao Y, Xu K (2019). Epigenetic regulation of prostate cancer: the theories and the clinical implications. Asian J. Androl..

[62] Kari V (2016). Loss of CHD1 causes DNA repair defects and enhances prostate cancer therapeutic responsiveness. EMBO Rep..

[63] Takada I, Makishima M (2015). Therapeutic application of vitamin D receptor ligands: an updated patent review. Expert. Opin. Ther. Pat..

[64] Francis JC, Swain A (2018). Prostate organogenesis. Cold Spring Harb. Perspect. Med..

[65] Mevel R (2020). RUNX1 marks a luminal castration-resistant lineage established at the onset of prostate development. Elife.

[66] Xie Q, Wang ZA (2017). Transcriptional regulation of the Nkx3.1 gene in prostate luminal stem cell specification and cancer initiation via its 3' genomic region. J. Biol. Chem..

[67] Takahashi S (2015). Nanowire analysis of cancer-testis antigens as biomarkers of aggressive prostate cancer. Urology.

[68] Ishizawa M (2008). Lithocholic acid derivatives act as selective vitamin D receptor modulators without inducing hypercalcemia. J. Lipid. Res..

[69] Ichiyama K (2008). Foxp3 inhibits RORgammat-mediated IL-17A mRNA transcription through direct interaction with RORgammat. J. Biol. Chem..

[70] Kaneko E (2003). Induction of intestinal ATP-binding cassette transporters by a phytosterol-derived liver X receptor agonist. J. Biol. Chem..

# Supplementary material for: ESS2 controls prostate cancer progression through recruitment of chromodomain helicase DNA binding protein 1
**Source:** Sci Rep. 2023 Jul 31;13:12355. doi: 10.1038/s41598-023-39626-0
**Supplement:** Supplementary file 1 — Supplementary Information.

## Supplementary Information

### Fluorescent immunostaining

Immunostaining was performed as previously described <sup>1</sup>. Briefly, cells were fixed in 4% paraformaldehyde and blocked in 5% skim milk/phosphate-buffered saline with 0.1% Tween-20 (PBST). After washing in PBST, cell samples were incubated with mouse anti-ESS2 antibodies <sup>2</sup> in 5% skim milk/PBST, washed with PBST twice, and incubated with Alexa546-conjugated anti-mouse IgG antibodies (Thermo Fisher Scientific, Waltham, MA, USA). Cell specimens were also stained with DAPI (Vectashield with DAPI; Vector Laboratories, Inc., Burlingame, CA, USA). Mounted cell specimens were analyzed with a confocal microscope (ZSM710; Carl Zeiss, Jena, Germany).

### References

- 1 Kainuma, M., Takada, I., Makishima, M. & Sano, K. Farnesoid X Receptor Activation Enhances Transforming Growth Factor beta-Induced Epithelial-Mesenchymal Transition in Hepatocellular Carcinoma Cells. *Int J Mol Sci* **19**, doi:10.3390/ijms19071898 (2018).
- 2 Takada, I. *et al.* Ess2 bridges transcriptional regulators and spliceosomal complexes via distinct interacting domains. *Biochem Biophys Res Commun* **497**, 597-604, doi:10.1016/j.bbrc.2018.02.110 (2018).

# Supplementary material for: ESS2 controls prostate cancer progression through recruitment of chromodomain helicase DNA binding protein 1
**Source:** Sci Rep. 2023 Jul 31;13:12355. doi: 10.1038/s41598-023-39626-0
**Supplement:** Supplementary file 2 — Supplementary Tables.

Oligonucleotides used for ChIP assay

|                   |                                 |
|-------------------|---------------------------------|
| hCCL2 promoter Fw | 5'-CCCCTGCTTCCCTTTCTAC-3'       |
| hCCL2 promoter Rv | 5'-CCATGAGTGATAAGTGGGCTGTT-3'   |
| hCCL2 3'UTR Fw    | 5'-TACAGAGACTTGGGGAAATTGCTT-3'  |
| hCCL2 3'UTR Rv    | 5'-GATTCTTGCAAAGACCCTCAAAAC-3'  |
| hTNF 3'UTR Fw     | 5'-GTCTAAACAATGCTGATTTGGTGAC-3' |
| hTNF 3'UTR Rv     | 5'-CCACTGAATAGTAGGGCGATTACA-3'  |
| hTNF TSS Fw       | 5'-GCTCATGGGTTTCTCCACCA-3'      |
| hTNF TSS Rv       | 5'-GCCAACAACTGCCTTTATATGTCC-3'  |

Oligonucleotides used for RT-qPCR

|             |                                |
|-------------|--------------------------------|
| GAPDH FW    | 5'-ACTTCGCTCAGACACCATGG-3'     |
| GAPDH RV    | 5'-GTAGTTGAGGTCAATGAAGGG-3'    |
| hESS2 Fw    | 5'-TGAGAGTTGAAGGGTCGAAAA-3'    |
| hESS2 Rv    | 5'-TTCTTGCCCCGGTTCTTG-3'       |
| CDKN1A FW   | 5'-AGACTCTCAGGGTCGAAAAC-3'     |
| CDKN1A RV   | 5'-TAGGGCTTCCTCTTGAGAA-3'      |
| CDKN1B FW   | 5'-AGAGTTAACCCGGGACTTGGA-3'    |
| CDKN1B RV   | 5'-TGTAGTAGAACTCGGGCAAGCTG-3'  |
| hTNF Fw     | 5'-TGCTTGTTCTCAGCCTCTT-3'      |
| hTNF Rv     | 5'-TGAGGTACAGGCCCTCTGAT-3'     |
| hIL6 Fw     | 5'-CCTCCAGAACAGATTTGAGAGT-3'   |
| hIL6 Rv     | 5'-GGTTCTGTGCCTGCAGCTT-3'      |
| hTMPRSS2 Fw | 5'-GATCGTGATTTTGTGGTTGTGAG-3'  |
| hTMPRSS2 Rv | 5'-AGTTGACCCCGCAGGCTAT-3'      |
| hPPARD Fw   | 5'-TGCGGCCATCATTCTGTGT-3'      |
| hPPARD Rv   | 5'-TCTTGATCCGCTGCATCATC-3'     |
| hPPARG Fw   | 5'-CGTGGATCTCTCCGTAATGGA-3'    |
| hPPARG Rv   | 5'-AATAAGGTGGAGATGCAGGCTC-3'   |
| hVDR Fw     | 5'-TACCAGGATTCAGAGACCTCACC-3'  |
| hVDR Rv     | 5'-GACTCATTGGAGCGCAACAT-3'     |
| hNR4A1 Fw   | 5'-GATGTGGAGCCTCTCCTTTCC-3'    |
| hNR4A1 Rv   | 5'-TTTCGTAGCCTCCGCCACT-3'      |
| hNR4A2 Fw   | 5'-GGGCAGAGCCACATAAACAAA-3'    |
| hNR4A2 Rv   | 5'-CGGCTGGACAGGCAAAA-3'        |
| hNR4A3 Fw   | 5'-ATTTGCAGAGCCTGAACCTTG-3'    |
| hNR4A3 Rv   | 5'-GCTCTTCGACTCTCTTTGGTTCTT-3' |
| RORC RV     | 5'-CTTTCCACATGCTGGCTACAC-3'    |
| hCYP24A1 Fw | 5'-TGAACGTTGGCTTCAGGAGAA-3'    |
| hCYP24A1 Rv | 5'-AGGGTGCCTGAGTGTAGCATCT-3'   |
| hCAMP Fw    | 5'-GCTAACCTCTACCGCCTCCT-3'     |
| hCAMP Rv    | 5'-GGTCACTGTCCCATACACC-3'      |
| hCCND1 Fw   | 5'-TGCCAACCTCCTCAACGAC-3'      |
| hCCND1 Rv   | 5'-GGCTCTTTTTCACGGGCTC-3'      |
| hCCL2 Fw    | 5'-CTGCTCATAGCAGCCACCTT-3'     |
| hCCL2 Rv    | 5'-CAGATCTCCTTGGCCACAAT-3'     |
| hWNT5A Fw   | 5'-CAAATCCACCAACCCACTAACTC-3'  |
| hWNT5A Rv   | 5'-TGATCTCCAGCTCCTCCTCTCT-3'   |
| hTGFB1 Fw   | 5'-CAACAATTCCTGGCGATACCTC-3'   |
| hTGFB1 Rv   | 5'-AAAGCCCTCAATTTCCCCTC-3'     |
| hMMP9 Fw    | 5'-CCCTATGTACCGCTTCACTGAG-3'   |
| hMMP9 Rv    | 5'-AGGGCGACCATAGAGGT-3'        |
| hCHD1 Fw    | 5'-TGGTGGTCCTCTGGAAGATTAG-3'   |
| hCHD1 Rv    | 5'-TCCCAGTCGTCTAAGGTCTGTTT-3'  |

Oligonucleatides for mouse genotyping

|                   |                               |
|-------------------|-------------------------------|
| Cre(WT) Fw        | 5'-CTGGCTTCTGAGGACCG-3'       |
| Cre(WT) Rv        | 5'-CCGAAAATCTGTGGGAAGTC-3'    |
| Cre(CREERT2) Fw   | 5'-CGTGATCTGCAACTCCAGTC-3'    |
| Cre(CREERT2) Rv   | 5'-AGGCAAATTTTGGTGACGG-3'     |
| KO Fw (5'flox Fw) | 5'-ATTTGTGGCCACCACTCATCC-3'   |
| KO Rv (3'flox Rv) | 5'-AGTTCCTGGTCTGACTCTGTGAC-3' |

# Supplementary material for: ESS2 controls prostate cancer progression through recruitment of chromodomain helicase DNA binding protein 1
**Source:** Sci Rep. 2023 Jul 31;13:12355. doi: 10.1038/s41598-023-39626-0
**Supplement:** Supplementary file 3 — Supplementary Figure 1.

# Supplementary Figure 1

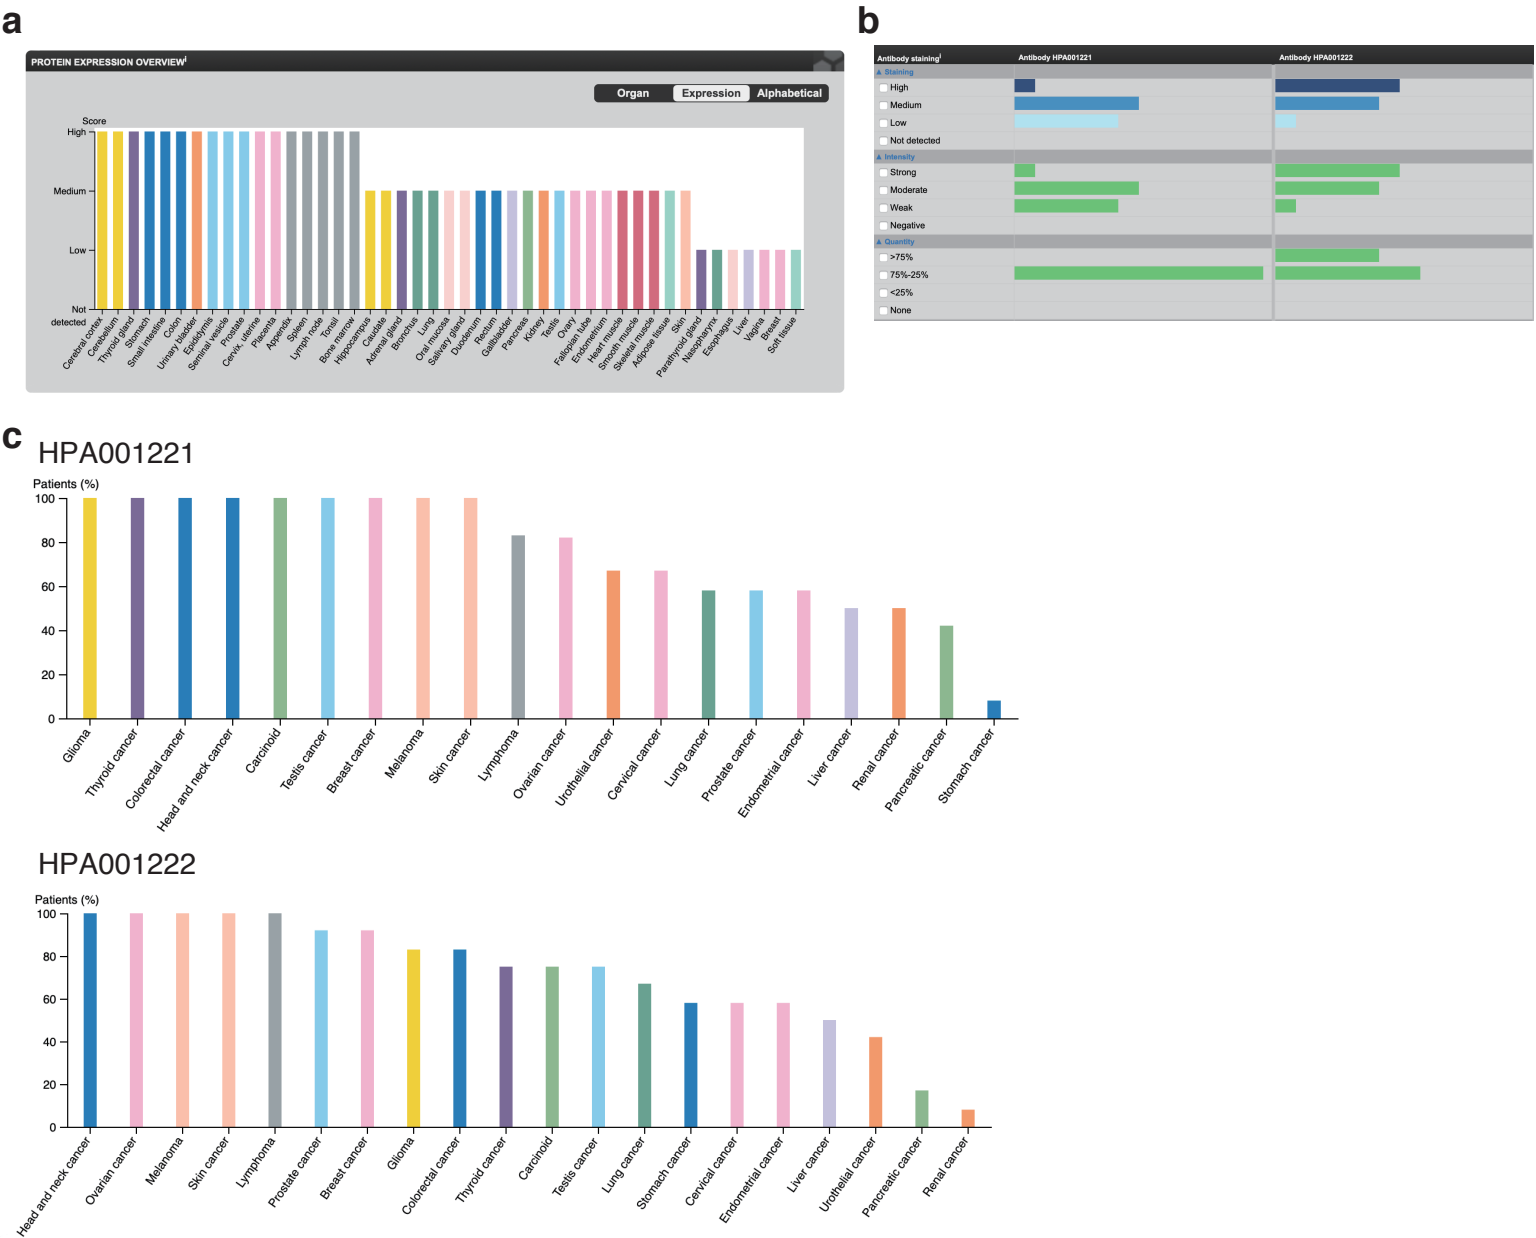

**Supplementary Figure 1:** (a) Normal tissue expression of ESS2 in humans. (b) ESS2 expression levels in prostate cancer cells. ESS2 was expressed in all prostate cancer cell lines. (c) ESS2 expression levels in cancer tissues, as detected using anti-ESS2 antibodies (HPA001221 or HPA001222). These data were obtained from human protein atlas (<https://www.proteinatlas.org/ENSG00000100056-ESS2/pathology/prostate+cancer#Quantity>).

# Supplementary material for: ESS2 controls prostate cancer progression through recruitment of chromodomain helicase DNA binding protein 1
**Source:** Sci Rep. 2023 Jul 31;13:12355. doi: 10.1038/s41598-023-39626-0
**Supplement:** Supplementary file 4 — Supplementary Figure 2.

## Supplementary Figure 2

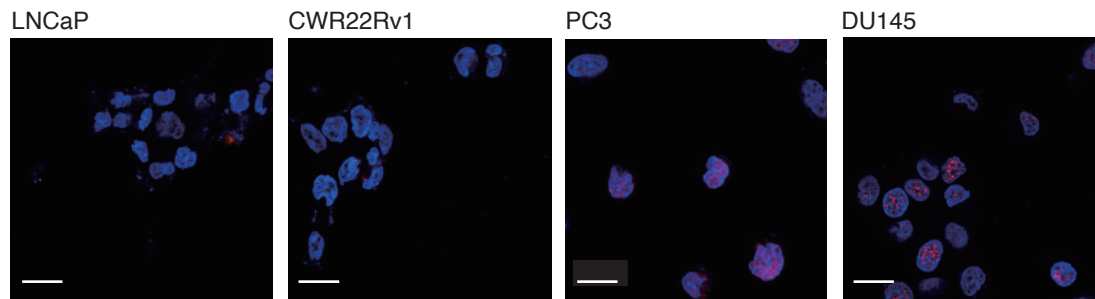

**Supplementary Figure 2** Immunofluorescence images obtained using anti-ESS2 antibodies in prostate cancer cell lines. After immunostaining with anti-ESS2 antibodies (red) in each cell line, cells were observed using confocal microscopy. Nuclei are stained with DAPI (blue). Bar scale = 50 μm.

# Supplementary material for: ESS2 controls prostate cancer progression through recruitment of chromodomain helicase DNA binding protein 1
**Source:** Sci Rep. 2023 Jul 31;13:12355. doi: 10.1038/s41598-023-39626-0
**Supplement:** Supplementary file 5 — Supplementary Figure 3.

## Supplementary Figure 3

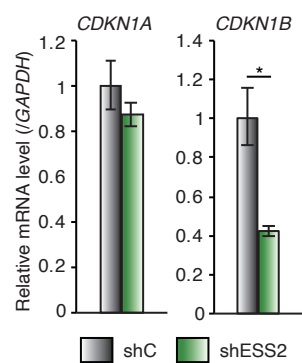

**Supplementary Figure 3:** RT-qPCR of *CDKN1A* and *CDKN1B* in PC3-shC and PC3-shESS2 cells normalized to the level of *GAPDH* mRNA.

# Supplementary material for: ESS2 controls prostate cancer progression through recruitment of chromodomain helicase DNA binding protein 1
**Source:** Sci Rep. 2023 Jul 31;13:12355. doi: 10.1038/s41598-023-39626-0
**Supplement:** Supplementary file 6 — Supplementary Figure 4.

# Supplementary Figure 4

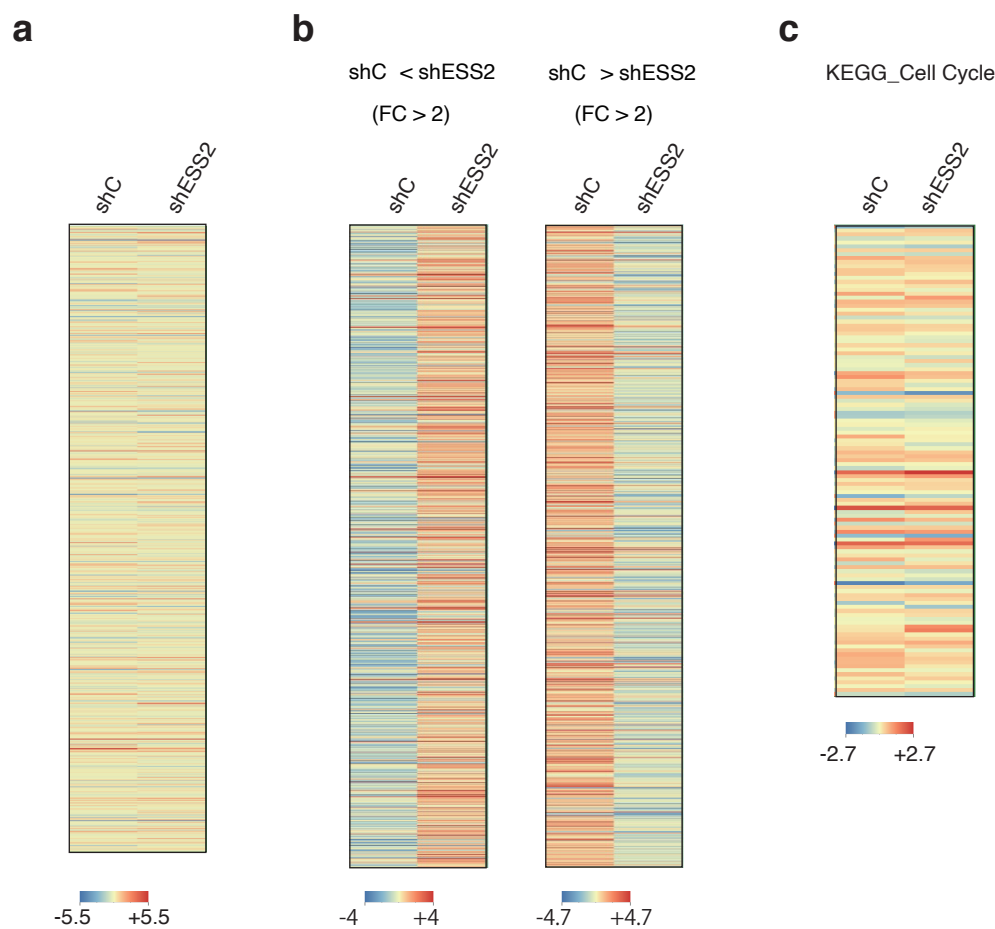

**Supplementary Figure 4:** Microarray analysis of PC3-shC and PC3-shESS2 cells (Data related to Fig. 2). **(a)** Heatmap analysis of whole gene mRNA in PC3-shC and PC3-shESS2 cells. **(b)** Heatmap of gene mRNA groups with more than 2-fold differences in expression in PC3-shC and PC3-shESS2 cells. The left panel shows overexpressed in PC3-shESS2 cells and the right panel shows downregulation in PC3-shESS2 cells. **(c)** Heatmap of expression in cell cycle-related gene sets defined by KEGG.

# Supplementary material for: ESS2 controls prostate cancer progression through recruitment of chromodomain helicase DNA binding protein 1
**Source:** Sci Rep. 2023 Jul 31;13:12355. doi: 10.1038/s41598-023-39626-0
**Supplement:** Supplementary file 7 — Supplementary Figure 5.

## Supplementary Figure 5

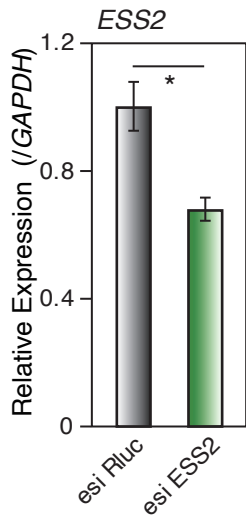

**Supplementary Figure 5:** RT-qPCR of ESS2 in HEK293 cells transfected with control renilla luciferase esiRNA (esi Rluc) or ESS2 esiRNA (esi ESS2). \*,  $p < 0.05$ .

# Supplementary material for: ESS2 controls prostate cancer progression through recruitment of chromodomain helicase DNA binding protein 1
**Source:** Sci Rep. 2023 Jul 31;13:12355. doi: 10.1038/s41598-023-39626-0
**Supplement:** Supplementary file 8 — Supplementary Figure 6.

Supplementary Figure 6

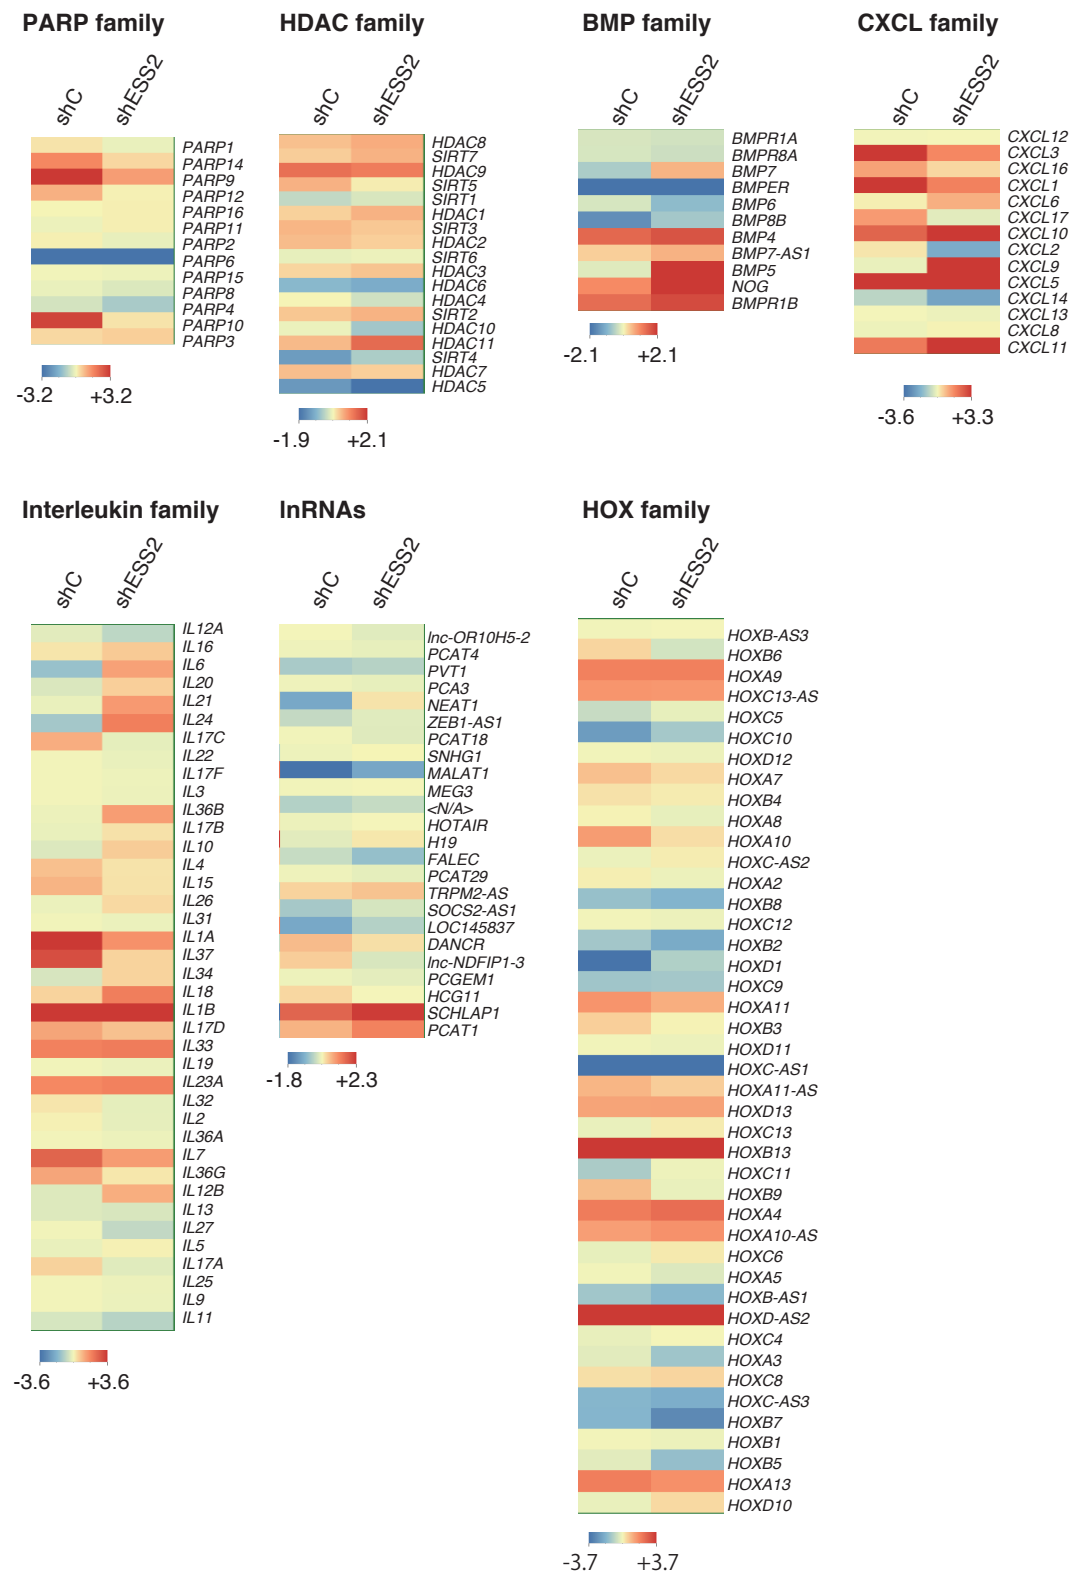

**Supplementary Figure 6:** Microarray analysis of PC3-shC and PC3-shESS2 cells. Heatmap analysis of gene expression related to prostate cancer in PC3-shC and PC3-shESS2 cells.

# Supplementary material for: ESS2 controls prostate cancer progression through recruitment of chromodomain helicase DNA binding protein 1
**Source:** Sci Rep. 2023 Jul 31;13:12355. doi: 10.1038/s41598-023-39626-0
**Supplement:** Supplementary file 9 — Supplementary Figure 7.

# Supplementary Figure 7

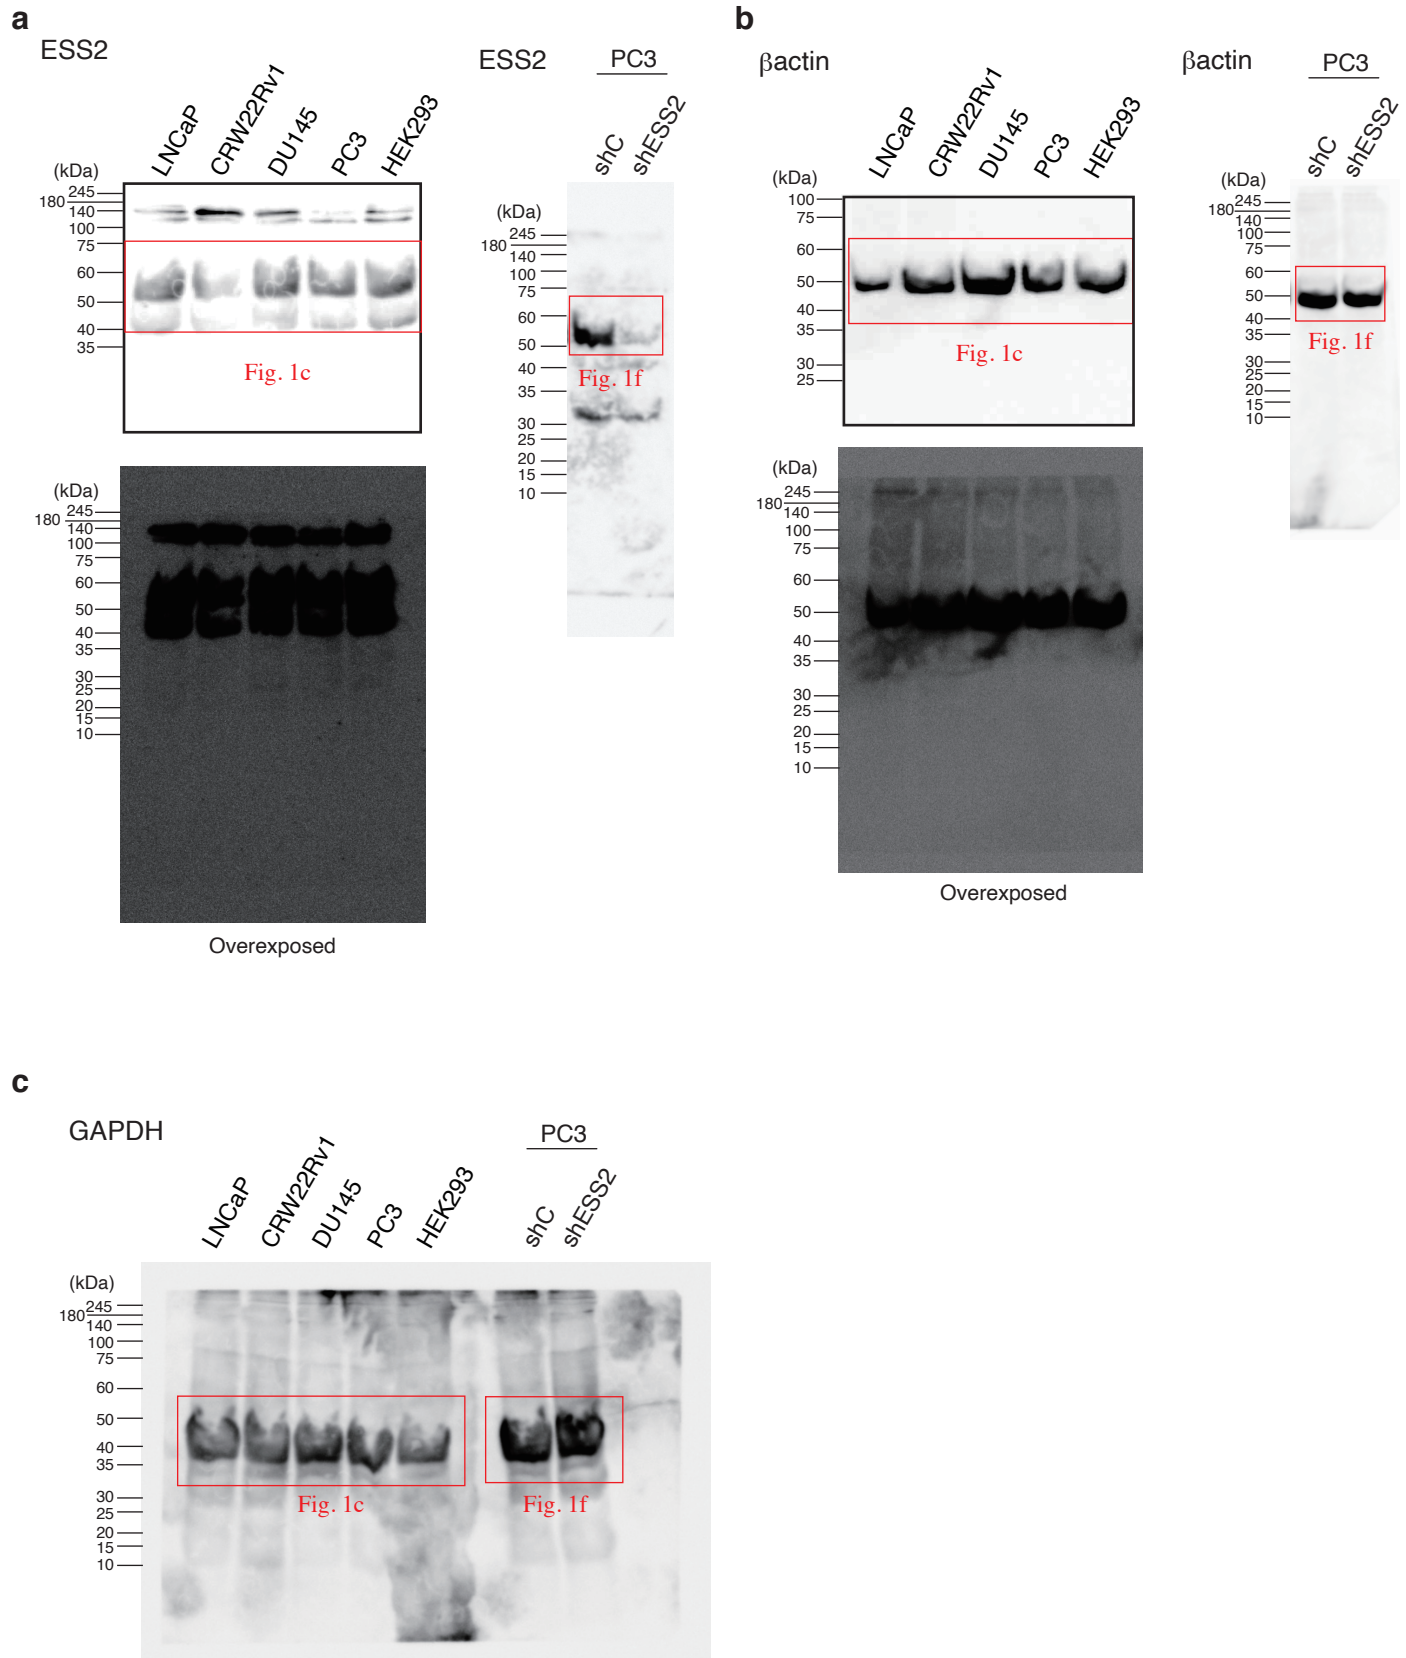

**Supplementary Figure 7:** Raw data of Western blotting of ESS2 (a),  $\beta$ actin (b) and GAPDH (c) as demonstrated in Fig. 1c and 1f. Some data show overexposed images.

# Supplementary material for: ESS2 controls prostate cancer progression through recruitment of chromodomain helicase DNA binding protein 1
**Source:** Sci Rep. 2023 Jul 31;13:12355. doi: 10.1038/s41598-023-39626-0
**Supplement:** Supplementary file 10 — Supplementary Figure 8.

# Supplementary Figure 8

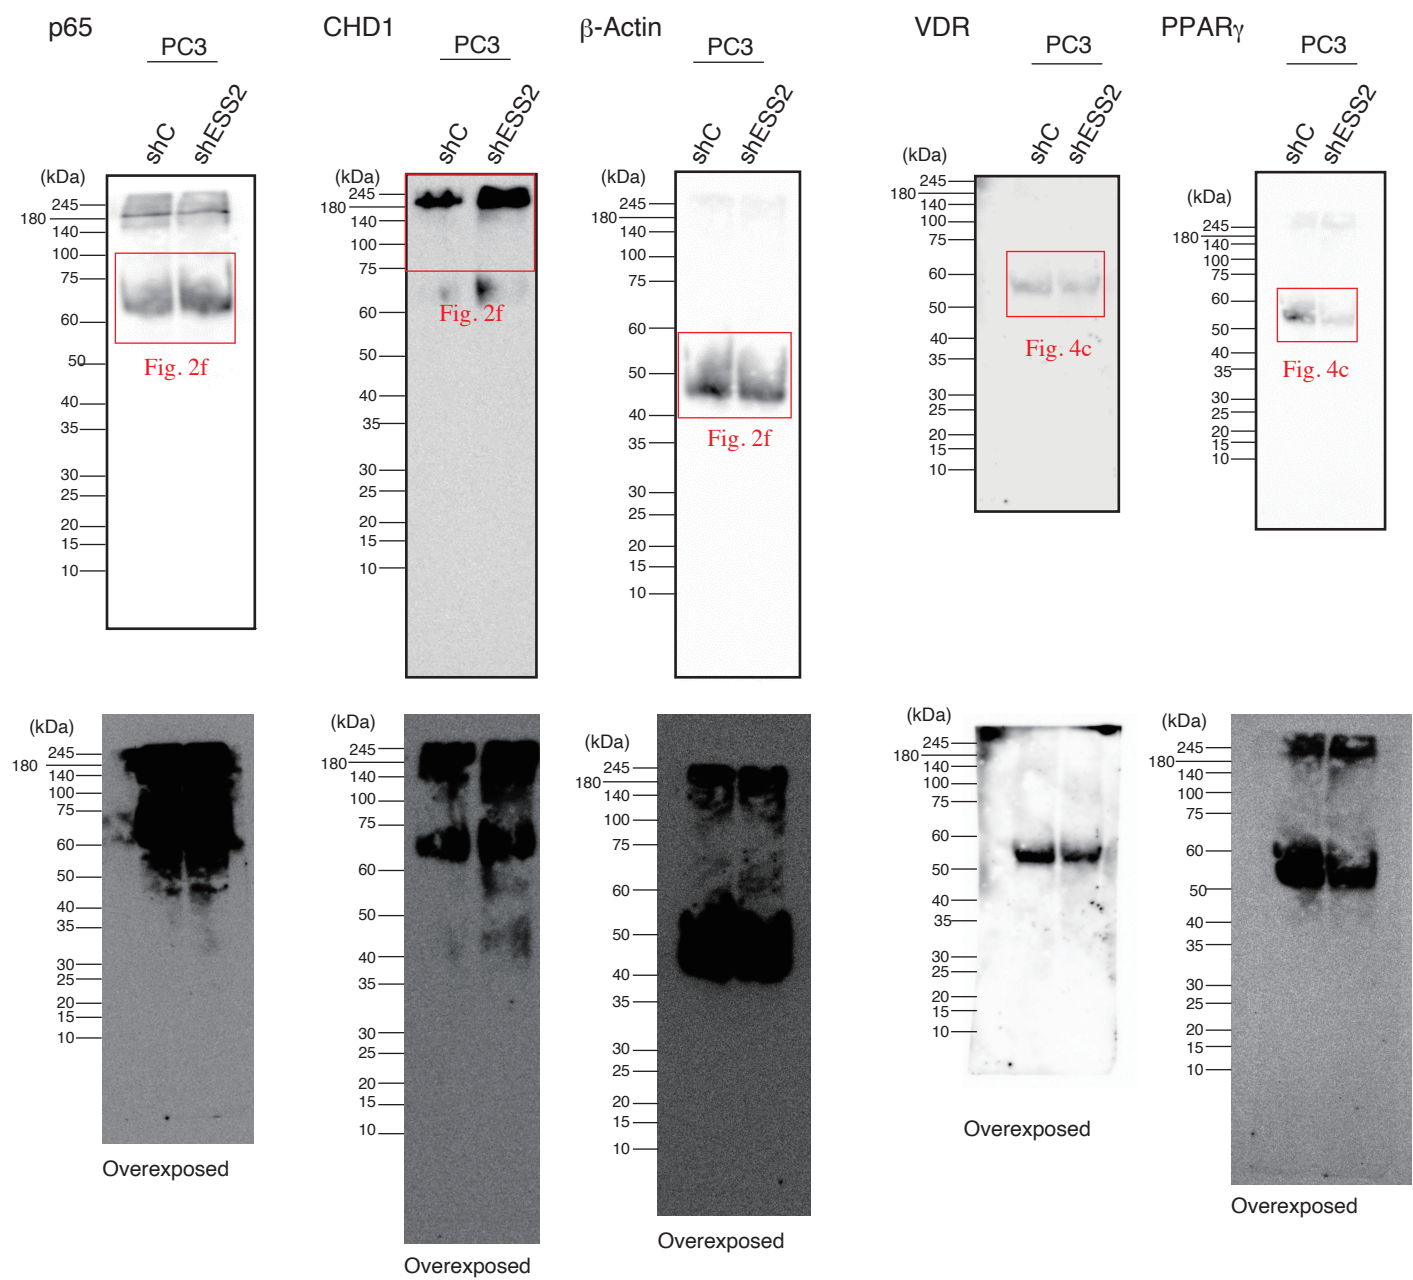

**Supplementary Figure 8:** Raw data of Western blottings as demonstrated in Fig. 2f and 4c. Overexposed images are shown in low panels.

# Supplementary material for: ESS2 controls prostate cancer progression through recruitment of chromodomain helicase DNA binding protein 1
**Source:** Sci Rep. 2023 Jul 31;13:12355. doi: 10.1038/s41598-023-39626-0
**Supplement:** Supplementary file 11 — Supplementary Figure 9.

## Supplementary Figure 9

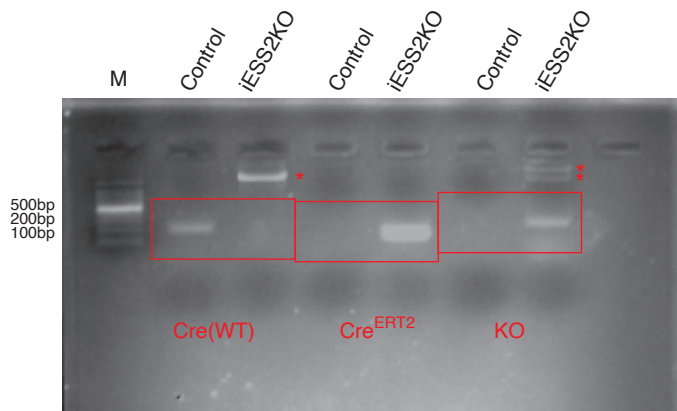

**Supplementary Figure 9:** Raw data of genotyping PCR of iESS KO mice as demonstrated in Fig. 6a. M shows 100bp DNA ladder (Takara, Japan) and \* shows non-specific band.

How the deposited data were processed for this re-analysis (not part of the article)

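RNA from PC3 and DU145 cells, both established prostate cancer cell lines, that carried a control shRNA or an shRNA against ESS2 was measured on 4 one-colour (Cy3) Agilent human gene expression arrays, 1 per condition. The paper reports the PC3 arrays, and the DU145 arrays were mapped from their labels alone. The authors deposited the scanner output of each array, made with Agilent Feature Extraction, in which the intensity of each spot had its background subtracted and spatial trends removed, without scaling between arrays. A table of the authors' scaled intensity values was also deposited, and setting it against the scanner values showed that each of its columns equals the processed signal times 1 constant. The sample labels give 0.1 µg of total RNA per array.

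From the processed signal, log2 values were taken and each array's 75th percentile over its non-control spots was subtracted. The 75th percentile of the signal was 263 and 290 on the PC3-shC and PC3-shESS2 arrays and 212 and 218 on the DU145-shC and DU145-shESS2 arrays. The share of non-control spots well above background was 50.8, 52.2, 51.9 and 52.6%. Control spots and spots flagged as outliers were left out, which removed 5 probes altogether. Spots of 1 probe were averaged. For a gene with several probes, as 7640 genes with a symbol have, the probe with the highest mean over the 4 arrays was used. Genes were compared when well above background on at least 1 of the 2 arrays of a cell line, and a dim value was replaced by the higher of its own and the lowest signal among probes well above background on that array. Where both arrays were dim, no fold was given.

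Gene symbols came from matching the accession of each probe, without its version, to a RefSeq gene table of GRCh38.p14. The PC3 files carry a newer annotation release of the array than the DU145 files, and 85.5% of the non-control spots have the same accession in both. The newer release matched 34892 probes and the older one 188 more, and 23121 probes had no match and were not counted as genes with a symbol. Some labels of the paper's panels, among them IFI27 and CCL27, were not matched and are not analysed here. No coordinates are given, as the table and the array design use different genome builds.

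No test was made within a cell line, because each condition has 1 array. The spread between spots was taken from those of the 300 probes spotted 10 times that were well above background in every spot, 283 on the DU145-shESS2 array and 286 on each of the others. It covers neither the hybridization nor the cells. Gene lists were described by their median log2 ratio and its percentile among 10000 random lists of the same size, matched in 20 bins of mean signal. The lists were nuclear receptors, cell cycle genes, NF-κB targets outside Fig. 2c, interferon-stimulated families, the CCL, CXCL, HOX, HDAC and SIRT, PARP, interleukin, BMP, WNT and FZD and CHD families, core histones and ribosomal proteins, all written before the data were examined, and 4 lists of epigenetic families added afterwards. Lists read from figures were only tallied gene by gene. Across the cell lines, limma was fitted to all 4 arrays with the cell line as a block and 1 residual degree of freedom, over the genes well above background on at least 2 arrays, with Benjamini-Hochberg adjustment at 0.05. The genes named in the text are those the paper names or shows in its microarray panels, 2 reference genes, CCL4, some leukocyte genes and neighbours of the CCL genes from 2 further tests in PC3, and the 5 largest rises and falls in each cell line and in both, among genes well above background on both arrays of the line and with every measured probe in the same direction.

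The alternatives set before the data were examined were scaling to the median, quantile normalization, normexp background correction with an offset of 50, no filter on dim genes, a filter on both arrays, the plain signal of dim spots, the mean of a gene's probes, each probe on its own, outlier spots kept and the authors' scaled values. For the limma fit they were also no block, the slide as a block and genes well above background on all 4 arrays. The median spot signal stood in for the mean in normexp, as the mean was not used here. Counting features without a symbol, and each probe of any kind with its plain signal, were added after the counts were seen.

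The calculations were tested on simulated data built on the real arrays. Of 200 changed genes, 200 were recovered in the PC3 comparison over 16133 genes with 0 false calls, 200 in the DU145 comparison over 16308 genes with 0 false calls, and 200 in the limma fit over 17478 genes with 1 false call. These simulations carried the noise between spots only. The changed genes were all well above background on every array and changed by more than 2-fold, so their recovery was close to certain. No gene was dim on only 1 array of a line, so the bounds for dim signals were not tried. Of 60 random lists with no shift, 6 fell below percentile 2.5 or equally far above, and 60 of 60 shifted lists fell above. The shift was larger than the simulated noise, so smaller shifts were not tried. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1 were used. RT-qPCR, ChIP-qPCR, reporter, patient and mouse measurements, the GSEA and KEGG gene sets and the GeneSpring settings were not used here. Some genes of the paper's panels are not reported here.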

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

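The test of spot noise in DU145, that of an exchange of 1 array of each line and both tests of the interferon-stimulated families were chosen after these results were seen.

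The DU145 arrays are data that the paper does not report. ESS2 was lower on the array labelled DU145-shESS2, with a log2 ratio of −2.35, and both lines had a ratio at or under −1.45, so a swap of the knockdown and control labels within a line is argued against. The arrays of a line correlated at 0.986 or more across genes, against at most 0.910 between lines, which argues against an exchange of 1 array of each line. An exchange of both arrays of one line with both of the other would leave these correlations as they are and stays open. In DU145, 813 of 16842 genes differed by more than 2-fold, of which 416 were lower and 397 higher in DU145-shESS2. Among spots well above background, noise between spots of one array does not reach this size, as 0% of the pairs of spots of 1 probe differed by more than 2-fold. With genes well above background on both arrays, 548 differed by more than 2-fold. The pairs leave out dim spots, so spot noise stays open for genes dim on one array. Among genes well above background on both arrays, shifted runs of 25 neighbouring genes held 1.82% of those past 2-fold in DU145 and 2.48% in PC3. This argues against copy number as the source of most of them. The runs held 0.53% of all genes placed in order in DU145 and 1.32% in PC3, so copy number stays open within the runs. In PC3, 1197 genes still differed by more than 2-fold after quantile normalization, which argues against an intensity-dependent difference between the arrays. The share of spot pairs past 2-fold was 0% there as well, again without dim spots. Differences between cultures, between stable lines selected separately, and off-target effects of the shRNA were not tested and stay open, as each condition has 1 array.

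The largest rise in DU145 was in MYBPH (log2 ratio 4.04) and the largest fall in LTB (log2 ratio −5.27). LTB also fell in PC3 (log2 ratio −3.32), whereas MYBPH was within the spread between spots there (log2 ratio −0.033). Each rests on 1 probe and 1 array per condition, and no explanation was tested for either.

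The medians of the interferon-stimulated families lay in opposite directions in the cell lines, and this difference between the lines was not tested. Their median log2 ratio was −1.43 in PC3, below all 10000 random lists matched on signal, and 0.75 in DU145, above all of them. Of the genes compared, 16 were lower and 8 higher in PC3, and 6 were lower and 14 higher in DU145. OASL (2.60 in PC3 and 2.19 in DU145) and IFIT2 (2.17 and 1.83) rose in both lines. IFITM1, IFITM2 and IFITM3 had log2 ratios of −5.02, −1.74 and −1.82 in PC3 and of 1.92, 1.81 and 1.93 in DU145. The scaling of the arrays does not account for it, since under median scaling and quantile normalization both medians kept their signs and were at least 0.78 in size. Slide and scan cannot be told apart from the cell line, as 0 slides hold arrays of both lines, although each knockdown was compared with its control on the same slide. A difference between the cell lines in their response to ESS2 stays open, as do differences between the stable lines and off-target effects of the shRNA.

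Core histone genes had a median log2 ratio of 0.050 in PC3, at percentile 99.9 among matched random lists, and of −0.25 in DU145, at percentile 0. The difference between the lines was not tested. The median signals of the PC3 arrays, 11.4 and 13.5, lay close to the lowest among probes well above background (8.94 and 9.02). The direction in PC3 rests on the scaling, as the list median was −0.053 with the arrays scaled to these medians. Its percentile stayed at 99.9, but a shift common to all genes cannot change a percentile. With quantile normalization the percentile was 99.8. It describes only a shift relative to other genes of like signal. No explanation was tested.

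Genes past a 2-fold difference in both lines did not all move together, which was not tested as a difference between the lines. Among 120 such genes, 39 were lower and 41 higher in both, 27 were lower in PC3 and higher in DU145, and 13 were higher in PC3 and lower in DU145. The explanations weighed for the DU145 arrays apply here too.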

How the results depend on the processing

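Of the values recomputed under an alternative for the main comparisons, 464 moved by less than their spread, or for counts by less than 1.5 times, and 90 moved by more. Among list medians below percentile 2.5 or equally far above, 1 changed sign, that of the core histones in PC3, −0.053 with the arrays scaled to their medians. Medians nearer the middle of the random lists, such as those of the nuclear receptors, CCL, HDAC and SIRT, WNT and FZD, CHD, acetyltransferase and BMP genes in PC3 and of the interleukins in DU145, took both signs over the alternatives. Counting features without a symbol, and each probe of any kind with its plain signal, were chosen after the counts were seen. The cause of each move was not tested, apart from the following, which follow from how the alternatives are made. Normexp with an offset of 50 adds a constant to every signal and so shrinks the folds of dim genes, no filter on dim genes adds genes near the background, and a filter on both arrays leaves fewer genes. Scaling to the medians shifted the median of all genes in PC3 by −0.10 on the log2 scale, and list medians in PC3 moved with it. A shift common to all genes leaves percentiles among matched random lists as they are, apart from the random draw. The percentile of the cell cycle genes, 6.56 in the first setting and 6.62 under median scaling, is therefore no separate check. The share of lower genes among those past 2-fold in PC3 went from 50.0% to 61.1% with median scaling and to 40.3% with the authors' scaled values.

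With the arrays scaled to their medians, the log2 ratio of ESS2 was −1.56 in PC3. List medians in PC3 were −0.16 for nuclear receptors, −0.24 for cell cycle genes, −0.42 for NF-κB targets, −1.53 for interferon-stimulated families, −0.39 for HOX genes, −0.13 for WNT and FZD genes, −0.053 for core histones and −0.28 for ribosomal proteins.

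With quantile normalization, list medians in PC3 were −0.069 for cell cycle genes, −0.21 for NF-κB targets, −1.32 for interferon-stimulated families, 0.12 for core histones and −0.077 for ribosomal proteins. The list median in DU145 was −0.062 for ribosomal proteins.

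With normexp background correction, the genes past 2-fold in PC3 were 571 in all, 323 lower and 248 higher and the genes past 2-fold in DU145 were 216 in all, 77 lower and 139 higher. The log2 ratio of ESS2 was −0.90 in PC3 and −1.13 in DU145. List medians in PC3 were −0.20 for NF-κB targets, −1.35 for interferon-stimulated families, −0.17 for HOX genes, −0.23 for PARP genes, −0.20 for interleukins and −0.15 for ribosomal proteins. List medians in DU145 were −0.40 for NF-κB targets, 0.43 for interferon-stimulated families, −0.45 for CXCL genes, −0.18 for HOX genes, −0.075 for BMP genes, −0.18 for core histones and −0.15 for ribosomal proteins. The genes past 2-fold in PC3 were 0 lower in Fig. 2a, 0 higher in Fig. 2a, 0 higher in Fig. 4a and 0 lower in Fig. 5e. The Pearson correlation between the lines was 0.17 and the Spearman correlation between the lines was 0.19.

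With no filter on dim genes, the genes past 2-fold in PC3 were 2624 in all, 1193 lower and 1431 higher and the genes past 2-fold in DU145 were 2020 in all, 1061 lower and 959 higher. List medians in PC3 were −0.15 for NF-κB targets, −0.64 for interferon-stimulated families, −0.10 for HOX genes, −0.11 for interleukins and −0.098 for BMP genes. List medians in DU145 were −0.41 for NF-κB targets, 0.28 for interferon-stimulated families, −0.18 for CXCL genes, −0.18 for HOX genes and −0.12 for BMP genes. The genes past 2-fold in PC3 were 2 higher in Fig. 2a, 2 higher in Fig. 4a and 16 higher in Supplementary Fig. 6. The Pearson correlation between the lines was 0.071, the Spearman correlation between the lines was 0.11 and 53% of the PC3 genes past 2-fold moved the same way in DU145.

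With genes well above background on both arrays, the genes past 2-fold in DU145 were 271 lower. List medians in PC3 were −0.48 for NF-κB targets and −0.79 for CXCL genes. The genes past 2-fold in PC3 were 0 higher in Fig. 4a and 1 higher in Fig. 5a.

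With the plain signal of dim spots, the genes past 2-fold in PC3 were 2 higher in Fig. 4a.

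With the mean of a gene's probes, list medians in PC3 were 0.29 for CCL genes, −0.79 for CXCL genes and 0.26 for histone demethylases. The genes past 2-fold in PC3 were 0 higher in Fig. 4a.

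With the authors' scaled values, the log2 ratio of ESS2 was −1.36 in PC3. List medians in PC3 were 0.033 for nuclear receptors, −0.051 for cell cycle genes, −0.22 for NF-κB targets, −1.34 for interferon-stimulated families, −0.19 for HOX genes, 0.14 for core histones and −0.085 for ribosomal proteins.

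With features without a symbol counted too, the genes past 2-fold in DU145 were 1278 in all, 673 lower and 605 higher.

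With each probe of any kind and its plain signal, the genes past 2-fold in PC3 were 3111 in all, 1299 lower and 1812 higher and the genes past 2-fold in DU145 were 2290 in all, 1103 lower and 1187 higher.

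The median of the interferon-stimulated families kept its sign under every alternative, between −1.53 and −0.64 in PC3 and between 0.28 and 0.83 in DU145, and ESS2 was lower under every alternative in both lines. The limma fit gave 0 genes past an adjusted p of 0.05 under each of its alternatives, and the smallest adjusted p was 0.463, among genes well above background on all 4 arrays. The number of genes with an unadjusted p under 0.05 ranged from 999 to 1207 with a block, was 1028 with the slide as a block, which parts the arrays as the cell line does, and was 29 with no block. Of 122 combinations of a named gene and a cell line, 3 changed sign under some alternative (CHD1 and RELA in PC3 and ACTB in DU145, none past 2-fold), and 19 crossed the 2-fold limit under some alternative, most of them with normexp. Signal over background limits these results where one array of a pair is dim, since such folds are bounds or rest on a dim signal. No paired analysis was possible within a cell line because each condition has 1 array, and across the lines the cell line as a block in limma pairs the arrays.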

Differences from the paper's values

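The paper reports 2512 genes with more than a 2-fold difference in PC3 cells, and 1299 were found here. Of the alternatives set before the data were examined, the count came within 1.5 times the paper's with no filter on dim genes (2624) and with each probe counted on its own (1743), and it did not with median scaling, quantile normalization, normexp background correction, a filter on both arrays, the plain signal of dim spots, the mean of a gene's probes, outlier spots kept or the authors' scaled values. Counting features without a symbol (1826), and counting each probe of any kind with its plain signal (3111), also came within 1.5 times, and both were chosen after the counts were seen.

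The paper reports 1377 of these genes as lower in PC3-shESS2 cells, and 649 were found here. With no filter on dim genes the number was 1193, the only alternative set before the data were examined that came within 1.5 times the paper's. Counting each probe of any kind with its plain signal gave 1299, and was chosen after the counts were seen.

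For BCL2A1, the paper's fold is about 0.09 in Fig. 2d, read by eye, and the fold of its brighter probe was 0.935 here. Its other probe had a fold of 0.0797, and the mean of both probes gave 0.273. Of the alternatives set before the data were examined, each probe counted on its own, which was run for the counts and not for single genes, gives the fold of the other probe, within 1.5 times the paper's, and those run for single genes did not come within it. Of the 29 folds read from Fig. 2d and Fig. 5e and compared, this was the only one that differed.

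The paper shows CCL2 as lower in PC3-shESS2 cells in the array panel and by RT-qPCR, while its probe was not well above background on either PC3 array here (signals of 2.95 and 2.17). Without the filter on dim genes it had a log2 ratio of −0.58, from signals that were both under the lowest among probes well above background. By RT-qPCR, a different assay, the paper reports IL6 as unchanged and TGFB1 as lower in PC3-shESS2 cells. On the arrays IL6 had a log2 ratio of 2.62 and TGFB1 one of 0.18.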

Other observations

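The tests of failed probes and of a gain that spans neighbouring genes were chosen after the result was seen, as were CCL4 and the group of risen genes.

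In PC3, CCL3, CCL3L3, CCL4, CCL5, IFNB1 and RSAD2 were all higher in PC3-shESS2 cells while most interferon-stimulated genes were lower. All 8 probes of these genes rose, but the genes were chosen for their rise. A failed spot or probe is argued against for CCL3L3 and CCL4 only, the 2 genes with a second probe, as every probe of both was more than 2-fold higher, and it stays open for the others. The bound for CCL4 was 0.42 on the log2 scale with normexp background correction. CCL4L2, well above background in PC3-shC cells only, was at least 1.22-fold lower (signals of 10 and 5.99). Whether probes of these CCL genes also bind each other's RNA was not tested. RNA from immune cells is argued against by a list of 16 leukocyte genes: of the 15 found on the array, 0 had a fold or lower bound above 2-fold higher in PC3-shESS2 cells and 4 were more than 2-fold lower. The abundant leukocyte genes CD74 and HLA-DRA were not well above background on either array, with signals of 1.94 and 1.88 in PC3-shESS2 cells. CD52, well above background in PC3-shESS2 cells only, was at least 1.36-fold higher (signals of 1.99 and 13.4), so a rise of more than 2-fold in this gene is not excluded. S100A8 was high in both (signals of 28200 and 3260), so that it tells little of a small share of such cells. Of the 15, 9 were well above background on at least 1 of the arrays, and all of these except CD52 were so in PC3-shC cells. Near CCL3, CCL4 and CCL5 on chromosome 17, 8 of the 10 nearest measured genes outside the CCL family were lower, which argues against a gain that spans these neighbours. Their median log2 ratio was −0.15, but SNORD7 (1.22) and TBC1D3B (0.71) were higher, and a change limited to a few genes of the locus stays open. A response to the loss of ESS2, an off-target effect of the shRNA and a difference between separately selected lines all stay open. None of these was tested.

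Across 15478 genes compared in both lines, the log2 ratios of PC3 and DU145 had a Pearson correlation of 0.15 and a Spearman correlation of 0.17. These are across genes, which are not independent replicates. Of the genes past 2-fold in PC3, 58.2% moved in the same direction in DU145, against 57.0% of all genes. The order turned with no filter on dim genes (53.0% against 59.6%) and with normexp background correction (56.6% against 56.9%). In the limma fit over both lines, 0 of 17126 genes passed an adjusted p of 0.05, and 1028 had an unadjusted p under 0.05, which is 6.0% of them. The smallest adjusted p was 0.754. ESS2 had a log2 fold change of −1.90 (standard error 0.30, adjusted p = 0.754 from limma, lower in both lines).

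By the smaller of the changes in the lines, the largest common rises were in IL6 (log2 ratio 2.62 in PC3 and 2.48 in DU145), IL24 (3.41 and 2.37), CEMIP (2.72 and 2.33), OASL (2.60 and 2.19) and KPNA7 (4.30-fold higher in PC3, log2 ratio 2.33 in DU145). The largest common falls were in LTB (−3.32 and −5.27), CCL20 (−3.23 and −2.75), LCN2 (−3.25 and −2.55), LXN (−3.41 and −1.64) and CXCL1 (−1.56 and −2.90). In DU145, further large rises were found in LOC651337 (log2 ratio 3.95), C1orf167 (3.63), RASD1 (3.46) and TMOD1 (2.93), and large falls in RSPO3 (−3.09), OVOL2 (−2.89) and KISS1R (−2.79). With normexp background correction, TMOD1 (0.42), KPNA7 (0.66), LXN (−0.67) and VDR (−0.90) were under 2-fold in DU145.

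Genes of the paper's claims in PC3 had these values in DU145, to which the claims do not refer. Of the 18 genes of Fig. 2c, 16 could be compared, with 12 lower and 4 higher in DU145-shESS2 cells. Without NFKB1 and CHD1, 11 of 14 were lower. More than a 2-fold fall was found in 6 of the genes compared and more than a 2-fold rise in 2. PTGS2 was at least 2.46-fold higher, and IER3 had a log2 ratio of 0.093. ADAR had a log2 ratio of −0.11, and TMPRSS2 was lower by at least 0.93 on the log2 scale. VDR had a log2 ratio of −1.05, PPARG one of −0.30, WNT5A one of −0.68 and TGFB1 one of −0.082. TNF was at least 4.37-fold lower and CCL2 at least 3.25-fold lower in DU145-shESS2 cells, and with normexp background correction these bounds were under 2-fold (log2 ratios of −0.56 for TNF and −0.45 for CCL2). The NF-κB targets outside Fig. 2c had a median of −0.53 in DU145, at percentile 0 among matched random lists. The CXCL genes had a median of −0.85 (percentile 0), the HOX genes −0.34 (percentile 0), the cell cycle genes −0.15 (percentile 0.01), the ribosomal protein genes −0.19 (percentile 0) and the BMP genes −0.55 (percentile 1.68). Nuclear receptors had a median of 0.13 (percentile 98.1) and histone demethylases one of 0.21 (percentile 99.2). The BMP list, with 5 genes compared in DU145, moved to percentile 2.70 with quantile normalization, 25.1 with normexp background correction and 57.1 with no filter on dim genes, and the nuclear receptors moved to percentile 97.1 with no filter on dim genes. The interleukins (percentile 56.4), the CCL (26.0), PARP (11.3), HDAC and SIRT (48.8), WNT and FZD (26.8), CHD (75.4) and acetyltransferase genes (75.1) lay above percentile 2.5 and not equally far out at the upper end. The CHD genes had a median of −0.023 in PC3 (percentile 59.4), and the BMP genes one of 0.26 (percentile 87.8). The BMP list in PC3 moved to percentile 98.3 with normexp background correction and to 34.0 with no filter on dim genes. The BMP mean in PC3 had the other sign, at −0.34. The 3 DNMT genes compared in DU145 were all lower and the 4 bromodomain and extra-terminal genes all higher, each by less than 2-fold.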
